# Histone deacetylase inhibitor, panobinostat, exerts anti-proliferative effect with partial normalization from aberrant epigenetic states on granulosa cell tumor cell lines

**DOI:** 10.1371/journal.pone.0271245

**Published:** 2022-07-08

**Authors:** Yukiko Hazama, Takayuki Tsujioka, Akira Kitanaka, Kaoru Tohyama, Koichiro Shimoya

## Abstract

The prognosis of the patients with inoperable or advanced granulosa cell tumors (GCTs) is still poor, and therefore it is important to establish a novel treatment strategy. Here we investigated the *in vitro* effects of a histone deacetylase inhibitor, panobinostat (PS) on two GCT cell lines (KGN and COV434). GCT cell lines were found to be susceptible to PS treatment and it inhibited cell growth mainly by apoptosis. In cell cycle analysis, PS reduced only the ratio of S phase in GCT cell lines. Combined treatment of PS with a deubiquitinase inhibitor, VLX1570 enhanced the expression of p21, cleaved PARP, cleaved caspase-9, heme oxygenase-1, and the acetylation of histone H4 and α-tubulin, leading to an additive anti-proliferative effect on KGN and COV434. The gene set enrichment analysis revealed that PS treatment suppressed DNA replication- or cell cycle-related gene expression which led to chemotherapeutic cell death and in addition, this treatment induced activation of the gene set of adherens junction towards a normalized direction as well as activation of neuron-related gene sets that might imply unexpected differentiation potential due to epigenetic modification by a HDAC inhibitor in KGN cells. Exposure of KGN and COV434 cells to PS increased the expression of E-cadherin, one of the principal regulators associated with adherens junction in quantitative RT-PCR and immunoblotting analysis. In the present study, we indicate a basis of a novel therapeutic availability of a HDAC inhibitor for the treatment of GCTs and further investigations will be warranted.

## Introduction

Granulosa cell tumors (GCTs) account for approximately 70% of malignant sex cord–stromal tumors and represent 3 to 5% of all ovarian neoplasms. GCTs frequently occur in perimenopausal women and a half of those show atypical genital bleeding and menstruation disorder from the overproduction of estrogen [1, 2]. A somatic missense mutation (C134W) of *FOXL2* which is involved in follicular development and granulosa cell differentiation is found in 95% of adult patients with GCTs [3]. Since more than 80–90% of the patients with GCTs is diagnosed at an early phase and can achieve remission surgically by removing the localized lesion and the five-year survival rate is more than 95% at stages I and II, while it worsens to 59% at stages III and VI. Although BEP therapy (bleomycin, etoposide and cisplatin) as a representative adjuvant chemotherapy is performed after surgery at stage II-VI, the response rate of this treatment is barely 37% [4]. Therefore, it has been expected to establish a novel chemotherapeutic strategy for the patients with advanced, recurrent or metastatic GCTs.

The aberrant gene expression by epigenetic change plays a critical role in the onset and progression of cancer [5]. Histone acetyltransferases (HATs) transfer acetyl groups to amino-terminal lysine residues in histone, which results in increased transcriptional activity, whereas histone deacetylases (HDACs) catalyze the removal of acetyl groups, leading to transcriptional repression [6, 7]. HDACs has been recognized as targets to reverse aberrant epigenetic states that are involved in oncogenesis [8].

Panobinostat (PS) is a HDAC inhibitor classified into hydroxamate and strongly inhibits enzymatic activity of HDACs belonging to class I, II and IV [9]. It was previously reported to show an anti-proliferative effect on acute myeloid leukemia, Hodgkin’s disease, multiple myeloma (MM) and various solid tumors [10–13]. Furthermore, it was reported that the combined treatment of PS with conventional therapeutic agents including gemcitabine or paclitaxel showed a synergistic effect on ovarian cancer cell lines [14–16].

In the present study, we investigated an anti-proliferative effect of PS on GCT cell lines and indicated that PS induced apoptosis and the combined treatment with a deubiquitinase inhibitor, VLX1570 showed an additive cytoreductive effect. The gene set enrichment analysis (GSEA) revealed that PS treatment suppressed DNA replication- or cell cycle-related gene expression which led to chemotherapeutic cell death and further induced activation of the gene set of adherens junction towards a normalized direction as well as activation of neuron-related gene sets that might imply unexpected differentiation potential due to epigenetic modification by a HDAC inhibitor in KGN cells.

## Materials and methods

### Reagents

PS and VLX1570 were purchased from Selleck Chemicals, (Houston, Texas, TX, USA). This was dissolved in dimethylsulfoxide and stored at -80°C with being protected from light. We used those at the concentrations up to 200 nM.

### Cell lines and culture

Granulosa cell tumor cell lines, KGN and COV434 were maintained in DMEM/Ham’s F12 medium supplemented with 10% fetal bovine serum. An ovarian serous adenocarcinoma cell line, SK-OV-3 and a clear cell cancer cell line, RMG-I and OVISE were used in this study. Six human normal bone marrow CD34-positive progenitor cells were purchased from LONZA Group Ltd, Basel, Switzerland and cultured with RPMI1640 medium supplemented with 10% fetal bovine serum and with recombinant cytokines for myelopoiesis of hematopoietic progenitor cells.

### Cell growth assay and MTT assay

Cell count was assessed by MTT assay. Cell suspensions were plated into 96-well plates in the presence of the drug or solvent alone, incubated as above at 37°C for 1–4 days, and analyzed by the 3-(4,5-dimethythiazol-2-yl)-2,5-diphenyl tetrazolium bromide (MTT) assay [17]. Quintuplicate experiments by the technical replicates were performed.

### Apoptosis assay

Apoptosis was examined using an AnnexinV Apoptosis Detection Kit (BD Pharmingen, San Diego, CA, USA) and all samples were analyzed with FACS Calibur flowcytometer and CellQuest software (Becton Dickinson, Franklin Lakes, NJ, USA) [18]. Triplicate experiments by the biological replicates were performed.

### Cell cycle analysis

Cells were fixed with 70% methanol for 30 min and treated with 2 mg/ml ribonuclease A (Nacalai Tesque, Kyoto, Japan) for 30 min at 37°C, then with 50 μg/mL propidium iodide (PI; Sigma, St Louis, MO, USA) for further 20 min at room temperature [19]. Triplicate experiments by the biological replicates were performed.

### Immunoblotting analysis

Cell lysates of all five cell lines were prepared in lysis buffer containing 50 mM Tris-HCL, 150 mM NaCl, 5 mM EDTA, 0.5% TritonX-100, 0.05% sodium dodecyl sulfate (SDS), 0.5% sodium deoxycholate, 2 mM phenylmethylsulfonyl fluoride and 1 mM Na_3_VO_4_. The lysates were separated by SDS-polyacrylamide gel electrophoresis (SDS-PAGE) and immunoblotting analysis was performed as previously described [20].

Membranes were incubated with a 1:1000 dilution of primary antibodies in Can Get Signal solution 1 (TOYOBO, Osaka, Japan), followed by corresponding secondary antibodies (1:1000 dilution with Can Get Signal solution 2). Primary antibodies were obtained from Cell Signaling Technology (cleaved-PARP (cPARP), p21, acetyl-H4 (Lys12), E-cadherin; Danvers, MA, USA), Sigma-Aldrich (α-tubulin, acetyl-α-tubulin (Lys40); St. Louis, Mo, USA), Horse-radish peroxidase-conjugated mouse and rabbit antibodies were from GE Healthcare Life Sciences (Piscataway, NJ).

### Gene expression profiling and gene set enrichment analysis (GSEA)

Gene expression profiling of KGN cells were analyzed in three independent experiments. Treated cells were harvested after 24 h treatment with 100 nM of PS. Total RNA was extracted with RNeasy Mini Kit (Qiagen, Germantown, MD, USA) and RNase-Free DNase Set (QUIAGEN, Hilden, Germany) in on-column digestion of DNA, converted to cDNA and amplified with GeneChip WT Terminal Labeling and Controls Kit (Affymetrix, Santa Clara, CA, USA). The fragmentation, the labeling and the hybridization of cDNA were treated with GeneChipTM Human Gene 2.0 ST Array (Thermo Fisher Scientific, Inc.). Chips were scanned with a GeneChip Scanner 3000 7G System (Affymetrix). We submitted this gene expression profiling to Gene Expression Omnibus. Its accession number is GSE201203.

The gene set enrichment analysis (GSEA; Broad Institute Cambridge, MA, USA) was performed using the gene expression profiling data and by handling the GSEA software (GSEA software v4.1.0 for Windows). The detail information of these experiments is described in references [21]. In this study, the whole expression change in the gene sets was defined as statistically significant if the false discovery rate (FDR) q-value was less than 0.25.

### Quantitative real-time reverse transcription PCR

Quantitative real-time reverse transcription PCR (q-PCR) was performed with Applied Biosystems StepOne PlusTM Real time PCR system (Life Technologies Japan Ltd, Tokyo). Total cellular RNA (1–2 μg) was used to synthesize cDNA by using Ready-To-Go T primed First-Strand Kit (GE Healthcare UK Ltd, Amersham Place, Little Chalfont, Buckinghamshire HP7 9NA, UK) in a final volume of 33 μl. Five μl of 1:10 diluted cDNA reactions was used as input for each of the real-time quantitative PCR reactions by using SYBR Premix Ex TaqTM (Takara Bio Inc, Shiga, Japan). Initial denaturation at 95°C for 20 s was followed by 40 cycles of a denaturation step at 95°C for 3 s and an annealing and extension step at 60°C for 30 s [22].

*CDH1*, official symbol of *E-cadherin* (NM_ 004360.5) forward primer was 5’-gaagtgactcgtaacgacgttg-3’ and its reverse primer was 5’- cacgagcagagaatcataaggc-3’. Human housekeeping gene *RPL27* (NM_000988) was used as endogenous control. Primers for *RPL27* were as follows: forward: 5’-CTCTGGTGGCTGGAATTGAC-3’ and reverse: 5’-AAACCGCAGTTTCTGGAAGA-3’. Triplicate experiments by the technical replicates were performed.

### Statistical analyses

All results are shown as the mean values with ranges. Comparisons between the groups were done using the Dunnett’s and Scheffe’s tests. Differences were considered statistically significant if p-values were less than 0.05. These analyses were carried out using SPSS for Windows version 14.0.

## Results

### PS inhibits the proliferation of ovarian cancer and GCT cell lines and mainly induces apoptosis

To determine whether PS inhibits the proliferation of ovarian cancer and GCT cells, we cultured three ovarian cancer cell lines including SK-OV-3, OVISE and RMG-I and two GCT cell lines including KGN and COV434 with 0–100 nM of PS for 0–72 hr and examined the halfmaximal inhibitory concentration (IC50) of PS in all 5 cell lines (48 and 72hr) with MTT assay (Fig 1a). The IC50 value of PS for SK-OV-3, OVISE, RMG-I, KGN and COV434 at 72 h was 34.4±0.11, 44.0± 0.46, 58.5±1.0, 34.7±0.94 and 53.5±8.4 nM, respectively (Table 1). We found that all 5 cell lines were susceptible to PS (Table 1). To evaluate the effect of PS on normal cells, we treated six human normal bone marrow CD34-positive progenitor cells with 0–100 nM of PS for 0–96 hr and confirmed that 50–100 nM of PS inhibited the proliferation of CD34+ progenitor cells by cell counting using trypan blue staining (S1 Fig). Since PS affects normal cells under the same concentration for cancer cells, we recommend to use this agent at low dose. PS also induced the acetylation of Histone H4 and α-tubulin in SK-OV-3, RMG-I, OVISE, KGN and COV434 cell lines (Fig 1b and S2 Fig).

**Fig 1:**
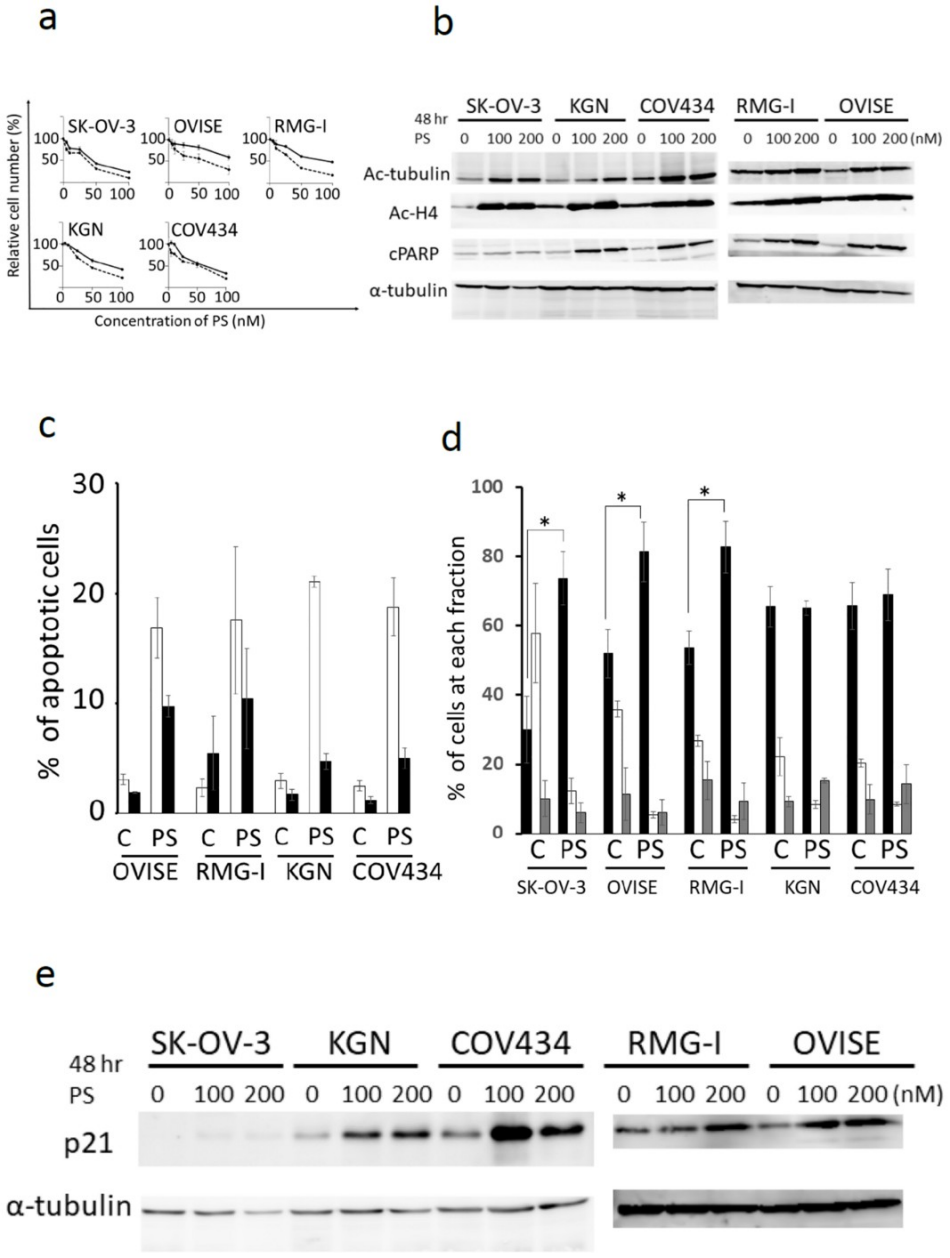
PS inhibits the proliferation of GCT and ovarian cancer cell lines and induces apoptosis. a) Three ovarian cancer cell lines (SK-OV-3, OVISE and RMG-I) and two GCT cell lines (KGN and COV434) were cultured with PS (0-100nM) for indicated times (48 and 72 hr). Cell viability was estimated by MTT assay. The value without PS was adjusted to 100%. The data represent the mean values with SD from five independent experiments. solid line:48hr, dash line:72hr. b) The cell lysates of each cell line were analyzed by immunoblotting analysis for detection of acetyl-α-tubulin, acetyl-histone H4 and cleaved PARP. α-tubulin was used as a loading control. Ac-tubulin (acetyl-α-tubulin), Ac-H4 (acetyl-histone H4), cPARP (cleaved PARP). c) Four cell lines were cultured with or without 100nM of PS for 48 hr and apoptosis was assessed by flow cytometry using annexin V/PI dual staining. The single-positive fraction for annexin V (white bar) implies early apoptosis, and the double-positive fraction for annexin V/PI (black bar) implies late apoptosis. The data represent the mean values with SD from three independent experiments. C: DMSO control, PS: 100 nM of PS. d) The cell cycle analysis by flow cytometory is shown. Five cell lines were treated with 100 nM of PS for 24 h, and cells were stained with PI and analyzed by flow cytometry. The data represent the mean values with SD from three independent experiments. The cell fractions at G0G1, S and G2/M phase are presented by black, white and gray bars, respectively. C: DMSO control, PS: 100 nM of PS. e) The cell lysates of each cell line were analyzed by immunoblotting analysis for detection of p21. α-tubulin was used as a loading control. In d), statistical differences were evaluated and presented by asterisks in some cell lines, if *p*-values were less than 0.05.

**Table 1:** IC50 (nM) of PS in GCT and ovarian cancer cell lines.

	48 hr	72 hr
SK-OV-3	43.1±1.3	34.4±0.11
OVISE	*	58.5±1.0
RMG-I	75.2±1.8	44.0±0.46
KGN	89.5±1.0	34.7±0.94
COV434	59.4±1.4	53±8.4

PS: Panabinostat, GCT* Granulosa Cell Tumors.

*Implies that exposure of OVISE to PS did not reach the IC_50_ in spite of being treates by the maximal concentration (100nM)

Next, we examined the degree of apoptosis of cells treated with PS by dual staining of annexinV and PI and confirmed that it induced apoptosis in 4 cell lines (Fig 1c). The amount of cleaved PARP (cPARP), a marker of cells undergoing apoptosis, was increased with 100 or 200nM of PS treatment at 48 hr in SK-OV-3, RMG-I, OVISE, KGN and COV434 cell lines (Fig 1b).

Since PS has been previously reported to affect the cell cycle [10–13], we performed the cell cycle analysis of PS-treated cell lines by flow cytometry and demonstrated that exposure of ovarian cancer cells including SK-OV3, OVISE and RMG-I to PS for 24 h led to the increase in the cell fraction at G0/G1 phase, whereas exposure of GCT cell lines including KGN and COV434 to PS did not significantly increase the G0/G1 cell fraction in spite of obvious decrease of cell fraction at S phase (Fig 1d). In immunoblotting analysis, Exposure of SK-OV-3, RMG-I, OVISE, KGN and COV434 to 0-200nM of PS for 48 hr increased the expression of cyclin dependent kinase inhibitor, p21 (Fig 1e and S3 Fig).

### Deubiqutinase inhibitor, VLX1570 and PS trigger additive cytotoxicity in GCT cell lines

The ubiquitin proteasome system (UPS) is the procedure which degrades cellular unfolded or misfolded proteins distinct from autophagy lysosome system [23, 24]. The inhibition of UPS by deubiqutinase inhibitor, b-AP15 or VLX1570 has been previously reported to induce apoptosis in various cancer cells [25–29]. We cultured KGN and COV434 cells with the combined treatment of PS with VLX1570 and demonstrated that VLX1570 enhanced the growth-suppressive effect of PS on MTT assay (Fig 2a). This combined treatment additively increased the number of apoptotic cells in flow cytometry analysis using dual staining of annexinV and PI (Fig 2b). To further determine the mechanism of additive effect by the combined treatment of PS with VLX1570, we examined proteins related to cell cycle progression, apoptosis, the generation of ROS and the histone acetylation by immunoblotting analysis. The combined treatment enhanced the expression of cPARP, cleaved caspase-9, heme oxygenase-1 (HO-1), and the acetylation of histone H4 and α-tubulin in KGN and COV434 (Fig 2c and S4 Fig), whereas it enhanced the expression of p21 in KGN but not in COV434. 100 nM of PS alone might have caused strong p21 expression in COV434.

**Fig 2:**
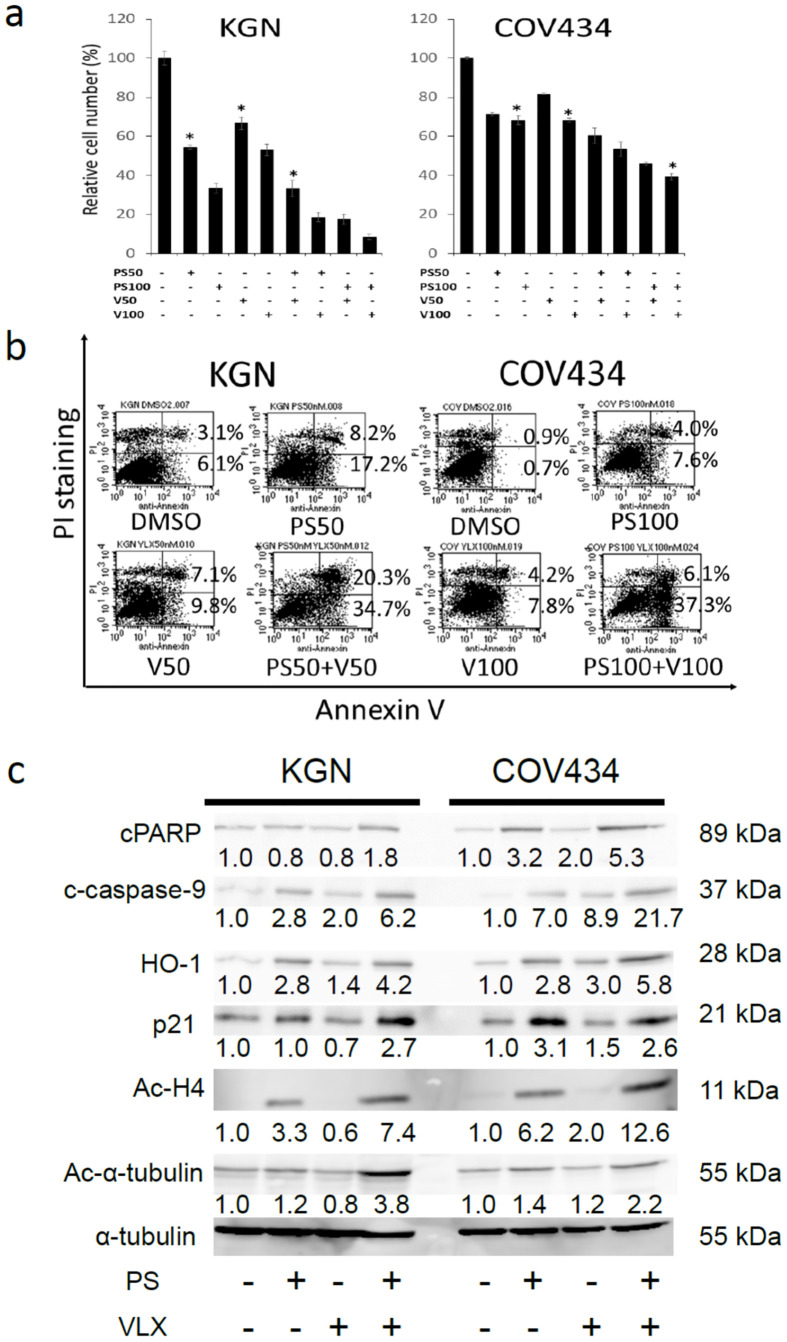
The combined treatment of PS with a deubiqutinase inhibitor, VLX1570 showed the additive effect on KGN and COV434 cell lines. a) KGN and COV434 were cultured with PS (0–100 nM), VLX1570 (0–100 nM) or both for 48 hr. Cytotoxicity was estimated by MTT assay. The data represent the mean values with SD from five independent experiments. Statistical differences were evaluated and presented by asterisks in two cell lines, if *p*-values were less than 0.05. PS: panobinostat, V: VLX1570. b) KGN and COV434 were cultured with PS (0–100 nM), VLX1570 (0–100 nM) or both for 48 hr. The fraction of apoptosis cells was measured by flow cytometry analysis using annexin V/ PI dual staining. PS: panobinostat, V: VLX1570. c) KGN and COV434 were cultured with PS (0–100 nM), VLX1570 (0–100 nM) or both for 24 hr. The cell lysates of each cell line were analyzed by immunoblotting analysis for detection of p21, cleaved PARP (cPARP), cleaved caspase-9 (c-caspase-9), heme oxygenase-1 (HO-1), acetylated histone H4 (Ac-H4) and acetylated α-tubulin (Ac-α-tubulin). α-tubulin was used as a loading control. The number of protein bands was measured by densitometry and the ratio was adjusted as 1.0 in the untreated sample and the changes of the ratio of treated samples relative to untreated sample were indicated.

### PS possibly restores the suppressed expression of the gene sets associated with adherens junction and neurotransmitter release cycle

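KGN is an established cell line from a human granulosa cell tumor, and PS (panobinostat) inhibits histone deacetylases. RNA of KGN cells kept for 24 hr in 100 nM of PS, or in the solvent DMSO as control, was measured on Affymetrix Human Gene ST arrays, with 3 PS arrays and 3 control arrays. The control arrays carry the replicate numbers 1, 3 and 5 and the PS arrays 2, 4 and 6. For PS replicate 6 the sample title gives the dose as 100 µM, while its description, the treatment protocol and the paper give 100 nM, which is the dose used here. The methods of the paper name 3 independent experiments, but no source used here states which control array belongs with which PS array, so the arrays were compared as separate groups. The authors processed the arrays with RMA in Affymetrix Expression Console, which corrects the background, equalises the arrays' distributions of probe signals and then gives a log2 signal per transcript cluster. The genome build and the software version are not given in the sources used here. Each array held 53617 transcript clusters, with median log2 signals between 4.18 and 4.29. Pearson's r across transcript clusters was 0.980 to 0.988 between arrays of the same group and 0.946 to 0.960 between arrays of different groups, where transcript clusters are not independent replicates. No pair of arrays held identical values. Exactly 1 gene symbol was assigned to 16098 transcript clusters. The other 37519, whether without a symbol or with several, are unnamed here. Where a gene had several transcript clusters, the one with the highest mean signal was used, which left 14884 genes. Of 127 genes that the paper names in its text and in Figs 3b and 4b, 78 were measured in this way. The genes of E-cadherin (CDH1), p21 (CDKN1A) and caspase-9 (CASP9) were not among the named transcript clusters and were not analysed here. PS-treated and control cells were compared with limma, with Benjamini-Hochberg adjustment over all 14884 genes and without a filter on dim genes. The number of arrays limits the precision of every value, and an exact permutation test of 3 arrays against 3 cannot give a p below 0.1.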

To further explore the action mechanisms of PS, we examined the gene expression profiling of KGN cells treated with or without 100 nM of PS for 24 hr. Genes whose expression changed by more than twofold Fold (Change (FC) >2.0, FC<0.5, p<0.05) following drug treatment were defined as regulated genes. 1630 genes were upregulated, and 1590 genes were downregulated in KGN cells treated with 100 nM of PS compared with the control.

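In PS-treated KGN cells, PEG10, an imprinted gene derived from a retrotransposon, showed the largest upregulation, from a log2 signal of 5.46 ± 0.25 (SD, n = 3 arrays) in the control to 10.8 ± 0.33 (SD, n = 3 arrays), which is a 40.9-fold change. The surface glycoprotein gene CD24 followed with a log2 FC of 4.07 (SE 0.13), and CPM, which encodes the membrane enzyme carboxypeptidase M, with 4.07 (SE 0.12). CD24 has near-identical copies in the genome, so it stays uncertain which copy its signal came from. The transcription factor gene AHR (3.56, SE 0.21), the secreted matrix protein gene CCN2 (3.68, SE 0.26), the chaperone genes HSPA2 (3.56, SE 0.17) and CLU (3.38, SE 0.21), and DHRS2 (3.40, SE 0.17) and ZNF114 (3.39, SE 0.14) were upregulated as well. The RNA gene MIR7-3HG, the host of a microRNA, had a log2 FC of 3.90 with a larger SE of 0.51, since its PS arrays spread widely (SD 1.26). PS replicate 6 was the highest of them (9.84 against 7.58 and 7.77), and without it the log2 FC of MIR7-3HG was 3.18. On the other side, CCNA2, which encodes cyclin A2 of the S and G2 phases, fell by 5.17 on the log2 scale (SE 0.18), from 9.70 ± 0.32 (SD, n = 3 arrays) to 4.54 ± 0.23 (SD, n = 3 arrays). The mitotic genes PLK1 (-4.06, SE 0.25), KIF20A (-3.89, SE 0.24) and PBK (-3.88, SE 0.20) and the ribonucleotide reductase gene RRM2 (-3.85, SE 0.16) were downregulated. So were SHCBP1 (-4.16, SE 0.27), the desmosomal cadherin gene DSG1 (-4.10, SE 0.17), the protease gene CTSK (-3.67, SE 0.20), the growth factor gene HGF (-3.65, SE 0.12) and LMO3 (-3.65, SE 0.20). Each of these 20 genes had an adjusted p below 0.05 from limma and no overlap between the groups, and they are the 10 largest changes in each direction. At a FC above 2 or below 0.5 and an unadjusted p below 0.05, 739 genes were upregulated and 893 were downregulated among the 14884 genes. At an adjusted p below 0.05 without a fold threshold, limma called 2827 genes up and 2827 genes down. The groups did not overlap for 7191 genes, or 48.3% of all genes, where chance gives 10%. When all 53617 transcript clusters were counted, including the 37519 unnamed here, 1691 were upregulated and 2358 were downregulated by the same rule.

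**Figure D1:**
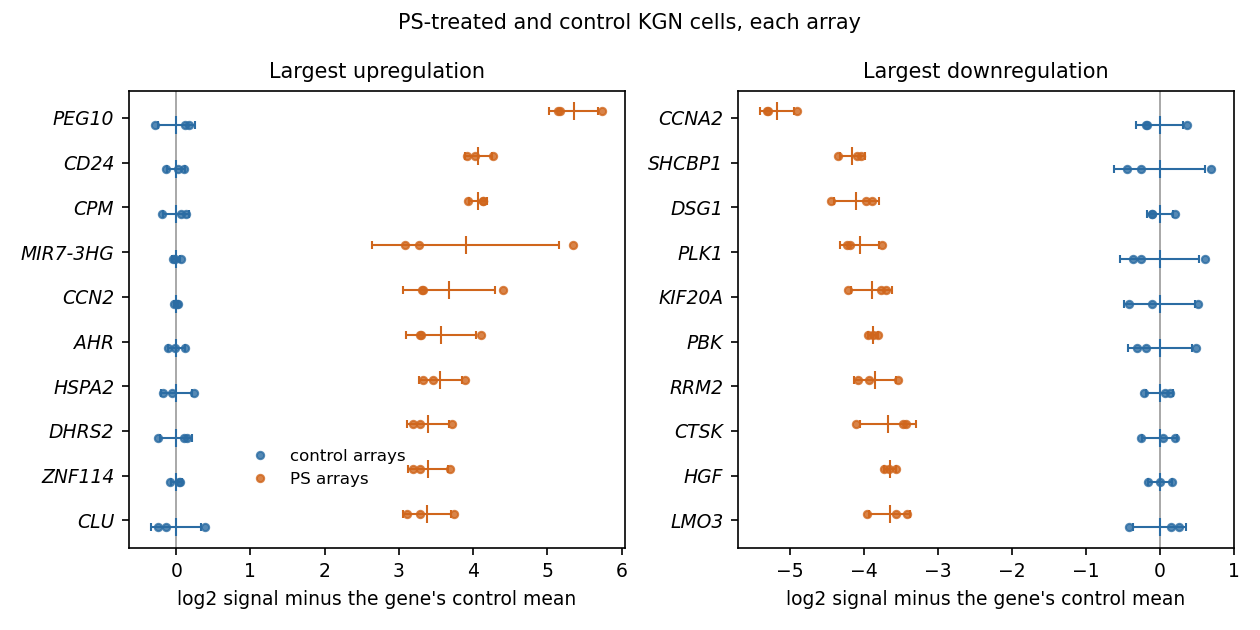
Log2 signal of the 20 genes on each array, given as the difference from the gene's own control mean. Dots are single arrays (3 control, 3 PS), and vertical marks with bars are the mean and SD of each group. The PS arrays of MIR7-3HG have an SD of 1.26, and in each of the 20 genes all PS arrays lie on the same side of all control arrays.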

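Genes of adherens junction, cell adhesion molecules and neurotransmitter release cycle were, on balance, higher in PS-treated KGN cells than in the control, although a part of each set did not pass the test. Each set here is a list written by hand from general knowledge after the KEGG or Reactome set, so its members can differ from that set. In adherens junction (KEGG), LMO7, which encodes a junction scaffold protein, had a log2 FC of 1.94 (SE 0.14, n = 3 arrays per group). SNAI1, known as a transcriptional repressor of the E-cadherin gene, had 1.95 (SE 0.16). Of 73 members, 32 were measured, of which 14 rose, 1 (MAP3K7, -0.51, SE 0.12) fell and 17 did not pass limma's test. In the KEGG set cell adhesion molecules, CD274, the gene of the immune checkpoint ligand PD-L1, rose by 3.03 (SE 0.14) and the contactin gene CNTN1 by 1.97 (SE 0.30), while CD34 fell by 1.65 on the log2 scale (SE 0.12) and the neuroligin gene NLGN3 fell by 0.93 (SE 0.14). Of 135 members, 84 were measured, of which 19 rose, 6 fell and 59 did not pass. For comparison, of all 14884 genes limma called 2827 up and 2827 down, so the share of this set that rose was near that of all genes. In the Reactome set neurotransmitter release cycle, the synapsin gene SYN1, which tethers synaptic vesicles, and ABAT, which encodes the GABA-degrading transaminase, both had a log2 FC of 2.56 (SE 0.11 and 0.10). Of 50 members, 18 were measured, of which 9 rose, none fell at limma's adjusted p (0 at an unadjusted p below 0.05) and 9 did not pass. Adjusted over the list alone, 15 members rose and 1 fell for adherens junction, 19 rose and 6 fell for cell adhesion molecules, and 9 rose and 0 fell for neurotransmitter release cycle. Since the study picked these sets on the same samples, their direction is not independent evidence. Against all other genes, camera gave an adjusted p = 0.000402 for adherens junction (median log2 FC 0.31), 0.0405 for cell adhesion molecules (0.14) and 0.00158 for neurotransmitter release cycle (0.36), from limma's moderated statistics. By fgsea on the signal-to-noise ratio, the run nearest to the paper's GSEA, the adjusted p was 0.00116, 0.0288 and 2.73e-05 in this order. The paper's GSEA used a looser cutoff on its false discovery rate than the 0.05 used here. With camera and an estimated correlation between genes in place of the preset one, no set passed 0.05. That setting also has fewer degrees of freedom, since it takes them from the 6 arrays. The adjusted p = 0.212 with an estimated correlation for adherens junction and neurotransmitter release cycle, and 0.269 for cell adhesion molecules. The call for cell adhesion molecules also ended without control replicate 1 (adjusted p = 0.0514), without PS replicate 2 (0.0600) and after quantile normalization (0.143), and over all left-out arrays it ranged from 0.0313 to 0.0600.

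**Figure D2:**
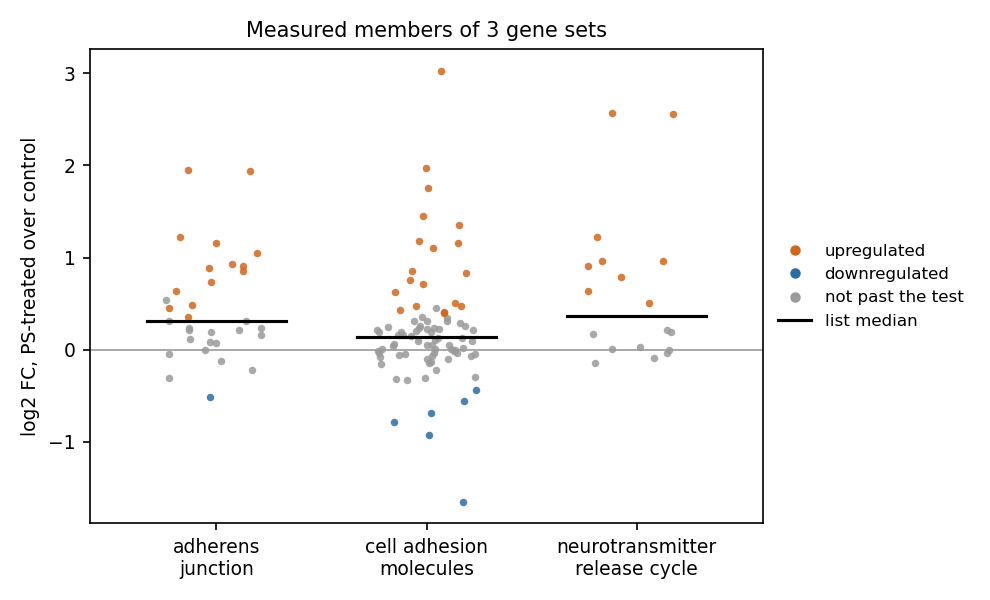
Log2 FC of PS-treated over control KGN cells for each measured member of 3 gene sets (32, 84 and 18 genes). Each dot is a gene, colored by limma's call, and the black line is the list median (0.31, 0.14 and 0.36). Most members of cell adhesion molecules lie near 0 and did not pass the test.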

To know the gene targets of PS, we performed GSEA and found that some of the most upregulated GSEA sets were “adherens junction” (FDR q-val 0.000), “cell adhesion molecules” (FDR q-val 0.005) in KEGG pathway and “neurotransmitter release cycle” (FDR q-val 0.000) in reactome pathway (Fig 3a). The top 20 of most significant differentially expressed genes detected by GSEA analysis was shown in Fig 3b. 

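Of the 58 different genes listed in Fig 3b, 29 were measured here, and 28 of them were upregulated in PS-treated KGN cells at an adjusted p below 0.05 from limma. Among the listed genes of adherens junction, the kinase genes FER (1.16, SE 0.13), NLK (1.04, SE 0.12) and MAPK3 (0.86, SE 0.11) and the growth factor receptor genes IGF1R (0.93, SE 0.16), EGFR (0.91, SE 0.18) and FGFR1 (0.73, SE 0.09) rose, each given as log2 FC with n = 3 arrays per group. BAIAP2, an adaptor of the actin cytoskeleton, rose by 1.22 (SE 0.13). The receptor gene MET had a log2 FC of 0.54 (SE 0.25) and did not pass (adjusted p = 0.135 from limma), and its log2 FC was 0.20 without PS replicate 6. Among cell adhesion molecules, the neural adhesion genes L1CAM (1.75, SE 0.17), NCAM1 (1.45, SE 0.11), NEO1 (1.35, SE 0.10), NRXN2 (1.18, SE 0.19) and NRCAM (1.10, SE 0.12) rose, with the syndecan gene SDC2 (0.85, SE 0.14) and CADM1 (0.72, SE 0.15). Among neurotransmitter release genes, the synapsin gene SYN2 (1.22, SE 0.21), the vesicle priming gene UNC13B (0.97, SE 0.11), the syntaxin gene STX1A (0.96, SE 0.09), the monoamine oxidase gene MAOA (0.91, SE 0.11), the calcium sensor gene SYT1 (0.79, SE 0.12) and the active zone gene RIMS1 (0.64, SE 0.13) rose. SYN3 had the smallest change of this panel (0.51, SE 0.15, adjusted p = 0.0234 from limma), and its call ended after quantile normalization and without PS replicate 2, PS replicate 4 or control replicate 5, where the adjusted p reached 0.0842 at most. By set, 10 of 11, 9 of 9 and 9 of 9 measured genes rose, in the order above, and the same numbers rose when adjusted over the list alone. The listed genes were ranked by the study on these arrays, so their direction is not independent evidence. The HLA class II genes of the same panel were not analysed here.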

All genes included in each gene set were shown in S5 Fig. Taken together, the gene expression profiling suggested that PS restored the genetic pathways involved in adherens junction, cell adhesion molecules and neurotransmitter release cycle which had been suppressed in KGN cells. 

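Of adherens junction in PS-treated KGN cells, SNAI2, like SNAI1 a known transcriptional repressor of the E-cadherin gene, rose with a log2 FC of 0.89 (SE 0.17, n = 3 arrays per group), and EP300, a histone acetyltransferase gene, rose by 0.49 (SE 0.11). The nectin genes encode the second adhesion receptor family of the junction, and NECTIN1, NECTIN2, NECTIN3 and NECTIN4 had log2 FCs of 0.19, 0.22, 0.22 and 0.16, none past limma's test. The junction scaffold gene TJP1 had a log2 FC of 0.36 and passed (adjusted p = 0.0299 from limma), and the vinculin gene VCL had 0.09 and did not. The nectin genes, TJP1 and VCL were chosen for this description after their values were seen. Of the cell adhesion molecules, the claudin gene CLDN3 rose by 0.40 (SE 0.11) and the junctional adhesion gene JAM3 by 0.43 (SE 0.12), where CLDN3 lost its call without PS replicate 2, control replicate 3 or control replicate 5 (adjusted p up to 0.0812 from limma) and JAM3 without control replicate 1, PS replicate 4 or control replicate 5 (up to 0.0710). For neurotransmitter release cycle, the set that was left without the vesicle genes shared with the other release cycles had 8 measured members and a median log2 FC of 0.09, with an adjusted p = 0.221 from camera, which was 0.00158 for the whole set, stayed below 0.05 whichever array was left out, and was 0.212 with an estimated correlation. All values compare KGN cells with and without PS, and normal granulosa cells were not analysed here.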

Among the genes belonging to “adherens junction” that were found to be upregulated by PS treatment, we focused on E-cadherin (official symbol: *CDH1*) and actually examined its expression by quantitative RT-PCR and immunoblotting analysis. Exposure of KGN and COV434 cells to 100–200 nM of PS for 24 h significantly increased the expression of E-cadherin (p<0.05) (Fig 3c and 3d, S6–S8 Figs).

**Fig 3:**
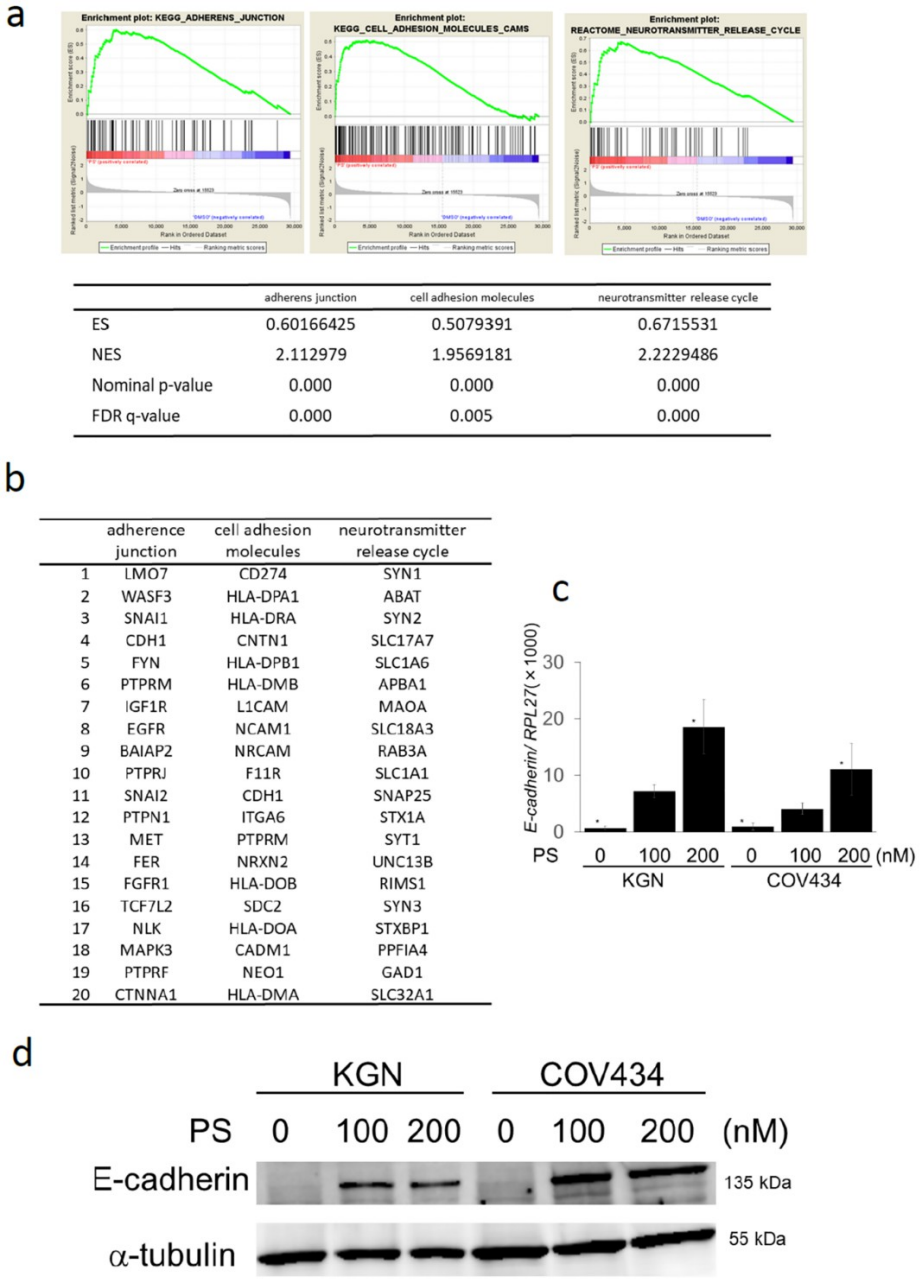
The gene enrichment analysis (GSEA) revealed the up-regulated gene sets: “Adherens junction”, “cell adhesion molecules”, and “neurotransmitter release cycle” in PS-treated KGN cells. a) PS (100 nM)-treated or untreated KGN cells were harvested at 24 hr. Gene expression profiling of KGN cells was examined in triplicate experiments and obtained data were used for GSEA by handling the GSEA software and the Molecular Signatures Database according to the references. The gene set “adherens junction”, “cell adhesion molecules” and “neurotransmitter release cycle” was strongly up-regulated by PS treatment and several statistical values are also presented. ES: enrichment score, NES: normalized enrichment score. b) The top 20 of most significant differentially expressed genes detected by GSEA analysis was shown. c) The expression of *E-cadherin* (official symbol: *CDH1*) in KGN and COV434 treated with 0–200 nM of PS for 24 h was examined by quantitative RT-PCR. The copy ratio of *E-cadherin* to *RPL27* was calculated and indicated as a quantification of *E-cadherin* expression. d) The expression of E-cadherin in KGN and COV434 treated with 0–200 nM of PS for 24 h was examined by immunoblotting analysis.

### PS possibly suppressed expression of the gene sets associated with DNA replication, cell cycle and splicesome

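Genes that copy DNA were lower in PS-treated KGN cells than in the control, and genes that drive the cell cycle and splice RNA were on balance lower. Each set here is a list written by hand from general knowledge after the KEGG set, so its members can differ from that set. In DNA replication (KEGG), the helicase and nuclease gene DNA2 fell by 2.62 on the log2 scale (SE 0.20, n = 3 arrays per group) and the sliding clamp gene PCNA fell by 1.23 (SE 0.15). All 10 measured members of 36 fell, and none rose at limma's adjusted p (0 at an unadjusted p below 0.05). In the KEGG set cell cycle, the transcription factor gene MYC fell by 1.29 (SE 0.12) and HDAC2, the gene of a class I histone deacetylase, fell by 0.77 (SE 0.10). Against this direction, the cyclin genes CCNB3 (2.11, SE 0.16) and CCND2 (0.89, SE 0.12) and the phosphatase gene CDC14A (1.03, SE 0.13) rose. A second CCND2 transcript cluster of nearly the same mean signal (4.86 against 4.87) had a log2 FC of 0.39. It did not pass (adjusted p = 0.123 from limma over all transcript clusters). Of 124 members, 89 were measured, of which 59 fell, 13 rose and 17 did not pass limma's test. In the KEGG set for the spliceosome, the core snRNP gene SNRPD1 fell by 1.97 (SE 0.10) and U2AF2, which recognises the 3' splice site, fell by 1.84 (SE 0.10). Of 124 members of this set, 92 were measured, of which 57 fell, 8 rose and 27 did not pass. The members that rose include the heat shock gene HSPA2 (3.56, SE 0.17). The heat shock genes HSPA1A (0.78, SE 0.14) and HSPA1B (0.67, SE 0.13), near-identical copies that share probe sequences, rose as well. Adjusted over the list alone, 10 of the DNA replication genes fell and 0 rose, 60 of the cell cycle genes fell and 13 rose, and 59 of the spliceosome genes fell and 11 rose. The study picked these sets on the same arrays, so this is not independent evidence of their direction. By camera, the adjusted p = 3.44e-08 for DNA replication (median log2 FC -2.40), 9.35e-11 for cell cycle (-0.86) and 1.54e-09 for the spliceosome (-0.49). By fgsea on the signal-to-noise ratio, the run nearest to the paper's GSEA, the adjusted p was 2.31e-05, 1.44e-15 and 1.69e-07 in this order. The camera calls ended at a threshold of 0.05 when the correlation was taken from the data, which also lowers the degrees of freedom. The adjusted p = 0.269 with an estimated correlation for DNA replication, 0.294 for cell cycle and 0.275 for the spliceosome. The paper's GSEA used a looser cutoff on its false discovery rate.

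**Figure D3:**
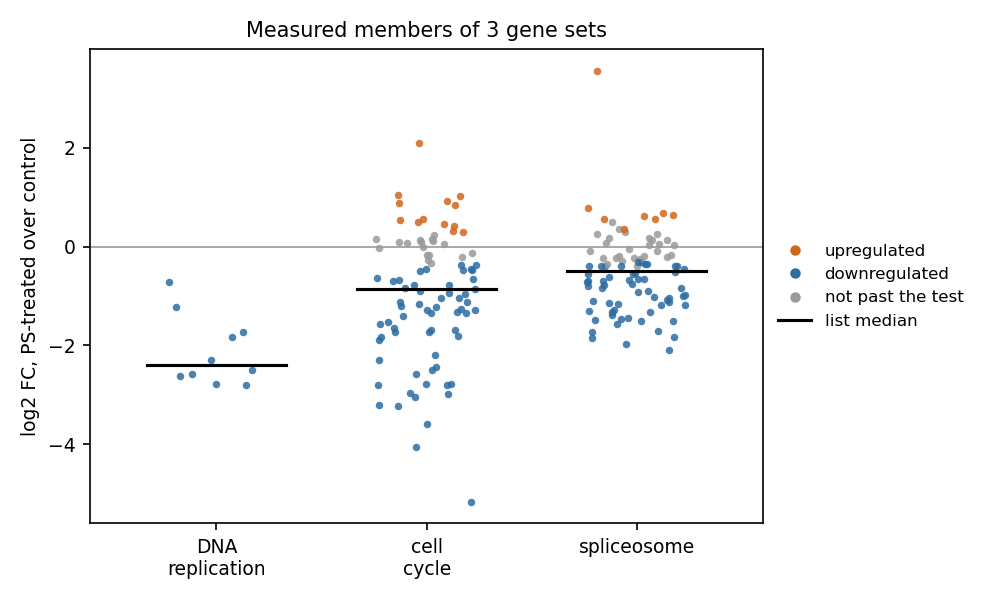
Log2 FC of PS-treated over control KGN cells for each measured member of 3 gene sets (10, 89 and 92 genes). Each dot is a gene, colored by limma's call, and the black line is the list median (-2.40, -0.86 and -0.49). All 10 dots of DNA replication lie below 0.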

We also found that some of the most downregulated GSEA sets were “DNA replication” (FDR q-val 0.000), “cell cycle” (FDR q-val 0.000) and “splicesome” (FDR q-val 0.000) in KEGG pathway (Fig 4a). 

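In PS-treated KGN cells, the 6 genes of the MCM helicase that unwinds DNA at replication forks fell together, as MCM7 had a log2 FC of -2.80 (SE 0.15, n = 3 arrays per group), MCM4 -2.78 (SE 0.16), MCM3 -2.59 (SE 0.16), MCM5 -2.30 (SE 0.19), MCM6 -1.84 (SE 0.19) and MCM2 -1.72 (SE 0.18). The flap endonuclease gene FEN1, which processes Okazaki fragments, fell by 2.49 (SE 0.19). Of the cell cycle genes, the spindle checkpoint genes MAD2L1 (-3.60, SE 0.20), BUB1 (-3.21, SE 0.15) and TTK (-2.77, SE 0.18), the B-type cyclin genes CCNB2 (-3.23, SE 0.28) and CCNB1 (-3.04, SE 0.21) and their kinase gene CDK1 (-2.98, SE 0.21) fell. The replication licensing gene CDC6 (-2.96, SE 0.22), the APC/C activator gene CDC20 (-2.81, SE 0.16), the phosphatase genes CDC25A (-2.50, SE 0.17) and CDC25C (-1.73, SE 0.24), DBF4 (-2.44, SE 0.16) and the checkpoint kinase gene CHEK1 (-2.19, SE 0.12) fell as well. Of the splicing genes, HNRNPA1 fell by 2.09 (SE 0.12), as did the mRNA export factor gene ALYREF (-1.86, SE 0.12), the snRNP gene SNRPF (-1.74, SE 0.12) and the peptidyl-prolyl isomerase gene PPIL1 (-1.70, SE 0.10). The splicing regulators SRSF1 (-1.57, SE 0.12), SRSF2 (-1.51, SE 0.11), SRSF6 (-1.45, SE 0.11), SRSF7 (-1.33, SE 0.13) and SRSF5 (-1.19, SE 0.12) were also lower at limma's adjusted p. These genes belong to the 57 different genes that Fig 4b lists for DNA replication, cell cycle and the spliceosome, of which 40 were measured. All 40 fell, with log2 FCs from -5.17 to -1.08, and in each of them the arrays of the groups did not overlap. By set, 8 of 8, 17 of 17 and 18 of 18 measured genes fell, and adjusting over the list alone left these numbers as they were. The study ranked the listed genes on these arrays, so that the direction is not independent evidence.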

The top 20 of most significant differentially expressed genes detected by GSEA analysis was shown in Fig 4b. All genes included in each gene set were shown in S9 Fig. Taken together, the gene expression profiling suggested that PS suppressed the genetic pathways involved in DNA replication, cell cycle and splicesome in KGN cells.

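In PS-treated KGN cells, a part of the measured members of cell cycle and of the spliceosome rose or did not pass limma's test, while each measured member of DNA replication fell. DNA replication and cell cycle share the MCM genes and PCNA, and without the DNA replication genes the 82 other measured members of cell cycle had a median log2 FC of -0.73 and an adjusted p = 8.04e-09 from camera at the preset correlation, where the whole set had an adjusted p = 0.294 with an estimated correlation.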

**Fig 4:**
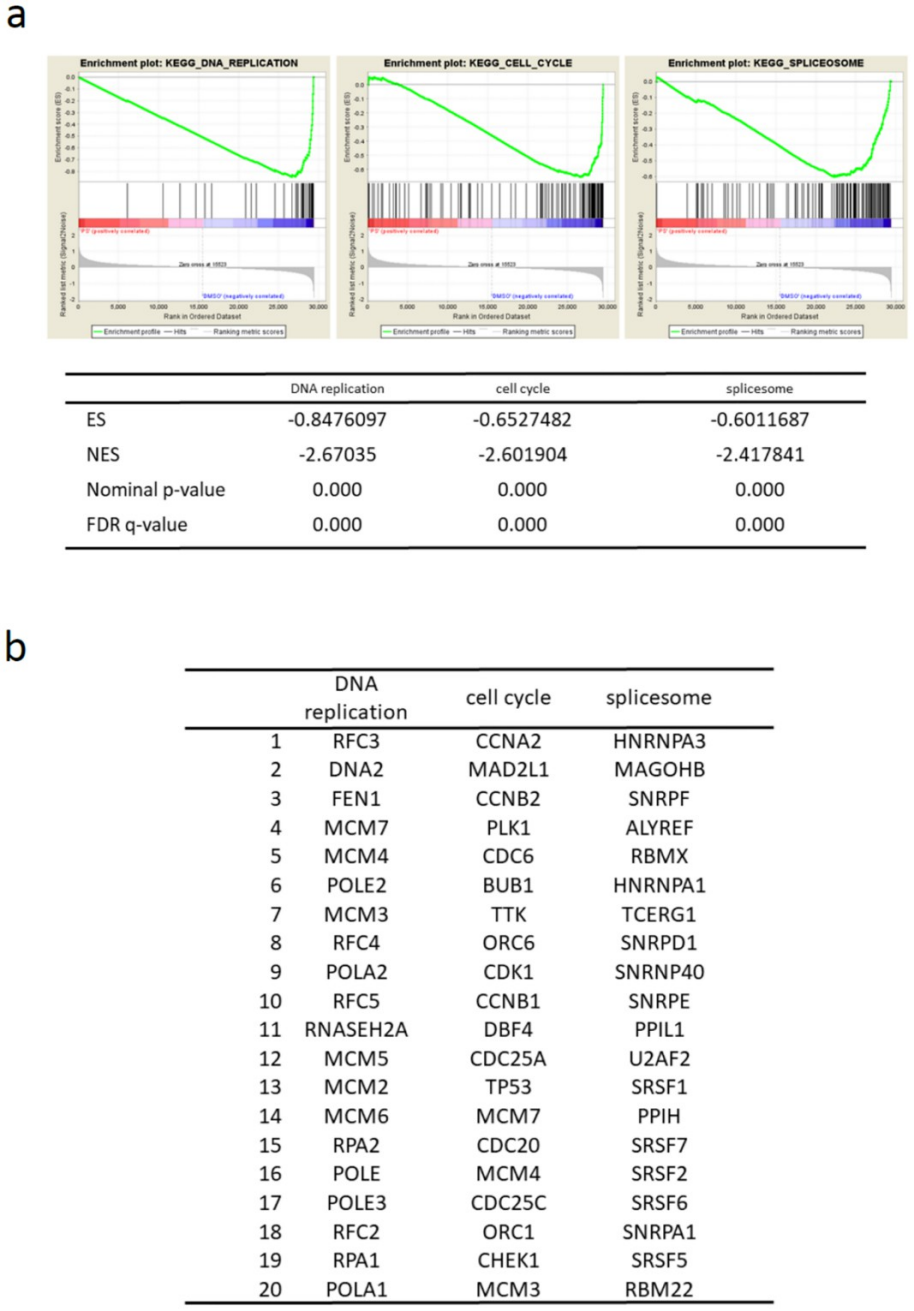
The gene enrichment analysis (GSEA) revealed the down-regulated gene sets: “DNA replication”, “cell cycle”, and “splicesome” in PS-treated KGN cells. a) PS (100 nM)-treated or untreated KGN cells were harvested at 24 hr. Gene expression profiling of KGN cells was examined in triplicate experiments and obtained data were used for GSEA by handling the GSEA software and the Molecular Signatures Database according to the references. The gene set “DNA replication”, “cell cycle”, and “splicesome” was strongly down-regulated by PS treatment and several statistical values are also presented. ES: enrichment score, NES: normalized enrichment score. b) The top 20 of most significant differentially expressed genes detected by GSEA analysis was shown.

## Discussion

Catley et al. investigated the effect of the combined treatment of PS with a proteasome inhibitor, bortezomib on multiple myeloma cells [30]. UPS works for quality control of the proteins by degrading unnecessary misfolded or unfolded proteins. If the amount of unnecessary proteins exceeds the capacity of UPS, they accumulate in aggresomes which are inclusion bodies formed by transport of aggregated protein on microtubules [31, 32]. After HDAC6 binds both ubiquitinated misfolded proteins and motor protein dynein, it carries misfolded proteins to aggresomes along microtubules using dynein [33, 34]. Since inhibition of UPS by bortezomib on myeloma cells leads to aggresome formation and PS inhibits the activity of HDAC6, the combined treatment shows the synergistic effect on myeloma cells. We evaluated the effect of combined treatment of bortezomib with PS on GCT cell lines in vitro but this combination barely showed an additive cytoreductive effect, probably because both cell lines were much susceptible to bortezomib, as it was reported that bortezomib alone strongly inhibited cell growth of these cells at low dose [35].

Next, we examined the effect of combined treatment of PS with a deubiqutinase inhibitor, VLX1570 on KGN and COV434 in vitro. VLX1570 is 19S proteasome inhibitor and inhibits the removal of ubiquitin chains from ubiqutinated proteins by UCHL5 and USP14, distinct from 20S proteasome inhibitor, bortezomib. Hillert EK, et al. examined the effect of combination of a similar deubiqutinase inhibitor, b-AP15 with PS on HCT116 and Hela cell lines and found that the combined treatment of PS with b-AP15 enhanced the proteotoxicity but it did not augment an anti-proliferative effect in those two cell lines [36]. In our study, the combined treatment of PS with VLX1570 additively suppressed the proliferation of KGN and COV434 and induced apoptosis (Fig 2a and 2b). To identify the reason why the combined treatment of PS with VLX1570 showed the additive effect, we examined proteins related to cell cycle progression, apoptosis, the generation of ROS and the histone acetylation by immunoblotting analysis and demonstrated the enhancement of the expression of p21, cPARP, caspase-9, heme oxygenase-1 (HO-1), and the acetylation of histone H4 and α-tubulin in KGN and COV434 (Fig 2c). Hui KF, et al. reported that enhanced histone acetylation was observed after treatment with bortezomib/ class I HDAC inhibitor, romidepsin and could also be reduced upon coincubation of the drug combination with either pan-caspase inhibitor, Z-VAD-FMK or ROS scavenger, N-acetylcysteine (NAC), suggesting that the enhanced histone acetylation was ROS- and caspase-dependent in nasopharyngeal carcinoma (NPC) cells [37, 38]. In our experiment, enhanced expression of HO-1, caspase-9 and histone acetylation may contribute the additive effect by the combined treatment of PS with VLX1570 (Fig 2c).

To further know the action mechanisms of PS and the gene targets of PS, we examined gene expression profiling of PS-treated KGN cells and performed GSEA. From GSEA using the data sets of KEGG pathways, the ontology groups “DNA replication”, “cell cycle”, “spliceosome”, “homologous recombination”, “mismatch repair” and “pyrimidine metabolism” were listed as markedly down-regulated gene sets with PS treatment, whereas the groups “adherens junction”, “endocytosis”, “cell adhesion molecules” and “axon guidance” were listed as significantly up-regulated gene sets with PS treatment. 

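Genes of DNA repair and nucleotide supply were on balance lower in PS-treated KGN cells, and genes of endocytosis were on balance higher. The sets are lists written by hand from general knowledge after the KEGG sets, so their members can differ from those sets. In homologous recombination, the endonuclease gene EME1 fell by 2.01 on the log2 scale (SE 0.30, n = 3 arrays per group), as did the strand break repair gene XRCC2 (-1.90, SE 0.21), the DNA translocase gene RAD54L (-1.55, SE 0.19) and the break sensor gene MRE11 (-1.52, SE 0.15). A second, dimmer transcript cluster of EME1 had a smaller log2 FC of -0.88 (SE 0.17). Of 28 members, 15 were measured, of which 12 fell, none rose at limma's adjusted p (1 at an unadjusted p below 0.05) and 3 did not pass. In mismatch repair, the exonuclease gene EXO1 fell by 3.24 (SE 0.21), as did MLH3 (-0.94, SE 0.13) and MSH6 (-0.87, SE 0.13). Of 23 members, 6 were measured, of which 5 fell, none rose (1 at an unadjusted p below 0.05) and 1 did not pass. In pyrimidine metabolism, RRM1, the gene of the large subunit of ribonucleotide reductase, fell by 2.32 (SE 0.16), as did the thymidylate synthase gene TYMS (-2.26, SE 0.16) and the CTP synthase gene CTPS1 (-2.04, SE 0.10), while the cytidine deaminase gene CDA rose by 0.97 (SE 0.20) and PNP by 0.93 (SE 0.16). A second, dimmer transcript cluster of PNP had a log2 FC of 0.41 and did not pass (adjusted p = 0.296 from limma over all transcript clusters). Of 91 members, 47 were measured, of which 25 fell, 6 rose and 16 did not pass. In endocytosis, the recycling gene EHD4 rose by 2.28 (SE 0.19), the chemokine receptor gene CXCR4 by 1.83 (SE 0.18), the dynamin gene DNM3 by 1.51 (SE 0.24) and EPS15 by 1.46 (SE 0.10), and the sorting gene VPS36 fell by 1.28 (SE 0.20). Of 158 members, 98 were measured, of which 44 rose, 9 fell and 45 did not pass. Adjusted over the list alone, 12 fell and 1 rose for homologous recombination, 5 fell and 1 rose for mismatch repair, 25 fell and 6 rose for pyrimidine metabolism, and 44 rose and 9 fell for endocytosis. These sets too were picked by the study on the same arrays and give no independent evidence of direction. The adjusted p from camera was 3.36e-05 for homologous recombination (median log2 FC -0.86), 0.00747 for mismatch repair (-0.91), 0.000139 for pyrimidine metabolism (-0.54) and 0.00105 for endocytosis (0.27). For each of these 4 sets the adjusted p = 0.269 with an estimated correlation.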

Most of down-regulated KEGG pathway gene sets with PS treatment could be explained as a result of the treatment with an anti-cancer agent. In contrast, among the groups listed as significantly up-regulated gene sets with PS treatment, we focused on “adherens junction”. Kranc et al. reported that genes responsible for proliferation, differentiation, and junction adhesion are up-regulated in human ovarian granulosa cells during in vitro culture and firstly raised the up-regulation of “adherens junction” in KEGG pathways [39]. Their finding is based on the changes of gene expression profiling of cultured normal granulosa cells in vitro, but our study might observe a part of restored gene expression of the tumor cell line as a result of PS treatment.

From GSEA using the data sets of reactome pathways, the ontology groups “mitotic spindle checkpoint”, “cell cycle checkpoints”, “resolution of sister chromatid cohesion”, “cell cycle” and “homology directed repair through homologous recombination” were listed as markedly down-regulated gene sets with PS treatment, whereas the groups “neurotransmitter release cycle”, “serotonin neurotransmitter release cycle”, “L1CAM interactions”, “dopamine neurotransmitter release cycle” and “acetylcholine neurotransmitter release cycle” were listed as markedly up-regulated gene sets with PS treatment.

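Genes of mitosis and its checkpoints were on balance lower in PS-treated KGN cells. Genes around vesicle release and the adhesion molecule L1CAM were on balance higher, and a part of each set did not pass. The sets are lists written by hand from general knowledge after the Reactome sets, so their members can differ from those sets. In the mitotic spindle checkpoint, BIRC5, the gene of survivin in the chromosomal passenger complex, fell by 3.37 on the log2 scale (SE 0.29, n = 3 arrays per group). The centromere histone gene CENPA fell as well (-1.75, SE 0.22), while RANGAP1 rose by 0.58 (SE 0.15). Of 88 members, 72 were measured, of which 54 fell, 4 rose and 14 did not pass limma's test. Among cell cycle checkpoints, the replication factor gene MCM10 fell by 3.46 (SE 0.18), while the checkpoint clamp gene RAD9A (1.04, SE 0.12) and its loader gene RAD17 (0.57, SE 0.10) rose. Of 86 members, 57 were measured, of which 48 fell, 4 rose and 5 did not pass. Of 80 members of resolution of sister chromatid cohesion, 52 were measured, of which 46 fell, none rose at limma's adjusted p (0 at an unadjusted p below 0.05) and 6 did not pass. In homology directed repair, the resolvase gene GEN1 fell by 2.73 (SE 0.18), as did the helicase gene BRIP1 (-2.07, SE 0.20), and SPIDR rose by 0.61 (SE 0.11). Of 63 members, 34 were measured, of which 25 fell, 3 rose and 6 did not pass. The serotonin, dopamine and acetylcholine release cycles had 10 of 18, 14 of 23 and 11 of 20 members measured, of which 7 rose in each and none fell (0 at an unadjusted p below 0.05). These are the same 7 genes, SYN1, SYN2, SYN3, STX1A, UNC13B, SYT1 and RIMS1, which every release cycle uses, so the 3 sets are not separate results. In L1CAM interactions, DPYSL2, which encodes a microtubule-binding protein of axons, rose by 1.78 (SE 0.13) and the proteoglycan gene NCAN by 1.61 (SE 0.12), and the kinesin gene KIF4A fell by 1.53 (SE 0.24). Of 87 members, 33 were measured, of which 21 rose, 2 fell and 10 did not pass. Adjusted over the list alone, 54 fell and 5 rose for the spindle checkpoint, 48 fell and 4 rose for the checkpoints, 46 fell and 0 rose for cohesion, 25 fell and 3 rose for homology directed repair, 7 rose in each release cycle, and 22 rose and 2 fell for L1CAM interactions. As sets chosen by the study on these samples, they are not independent evidence. With camera, the adjusted p was 1.91e-14 for the spindle checkpoint, 2.05e-17 for the checkpoints, 2.35e-18 for cohesion, 3.85e-08 for homology directed repair, 0.00149, 0.00628 and 0.00258 for the serotonin, dopamine and acetylcholine cycles and 4.37e-06 for L1CAM interactions. None of these calls was left with the other correlation: the adjusted p = 0.272 with an estimated correlation for the spindle checkpoint, 0.269 for checkpoints, cohesion and homology directed repair, 0.212 for the 3 release cycles and 0.222 for L1CAM interactions.

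**Figure D4:**
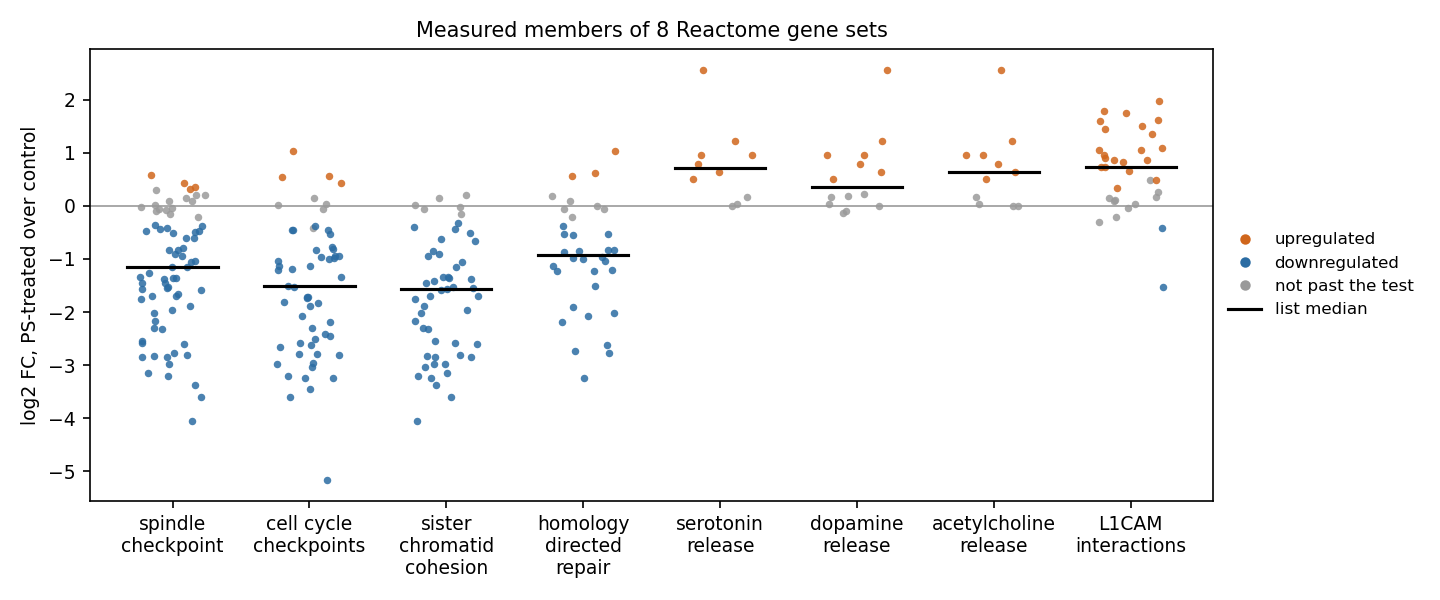
Log2 FC of PS-treated over control KGN cells for each measured member of 8 lists written by hand after Reactome gene sets. They run from 10 genes for the serotonin set to 72 genes for the spindle checkpoint. Each dot is a gene, colored by limma's call, and black lines are list medians (-1.16 for the spindle checkpoint and 0.73 for L1CAM interactions). The upregulated dots of the serotonin, dopamine and acetylcholine sets are the same 7 genes.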

As for down-regulated gene sets with PS treatment, the cytoreductive effects of PS were shown almost in line with the data from KEGG pathways. 

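Genes of synaptic vesicles were on balance higher in PS-treated KGN cells, while markers of neurons went both ways. Of a list of 43 genes of synaptic vesicles and their fusion machinery, 33 were measured, of which 15 rose, 2 fell and 16 did not pass limma's test. The vesicle SNARE gene VAMP1 had a log2 FC of 1.82 (SE 0.12, n = 3 arrays per group), the synaptotagmin gene SYT11 had 1.49 (SE 0.11) and the active zone scaffold gene PCLO had 1.43 (SE 0.11). In the other direction, SYT4 (-1.78, SE 0.22) and SYPL1 (-1.23, SE 0.10) fell. Adjusted over the list alone, 15 rose and 2 fell, and camera gave an adjusted p = 0.00145, with adjusted p = 0.212 with an estimated correlation. Of 32 genes that mark neurons, 18 were measured, of which 7 rose, 3 fell and 8 did not pass. MAP2, which binds microtubules in dendrites, rose by 1.60 (SE 0.19), the neuronal hydrolase gene UCHL1 by 1.31 (SE 0.11) and the secretogranin gene SCG3 by 1.09 (SE 0.26). The secretogranin gene SCG2 fell by 1.59 (SE 0.24), and the neuronal calcium sensor gene NCS1 fell from a log2 signal of 7.72 ± 0.19 (SD, n = 3 arrays) to 6.45 ± 0.31 (SD, n = 3 arrays), with an adjusted p = 0.000446 from limma. The marker list as a whole did not pass (median log2 FC 0.23, adjusted p = 0.0924 by camera), and 7 rose and 3 fell when adjusted over the list alone. Both lists were written down before the deposited values were examined. However, the vesicle list shares the synapsin, syntaxin and synaptotagmin genes with the release cycle sets that the study found on these arrays. Some of these genes, such as SYN1, STX1A and SYT1, are shown in Fig 3b, which had been seen when the lists for the paper's sets were written.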

As for up-regulated gene sets with PS treatment, surprisingly, neurotransmitter- or neuron-related gene sets were accumulated. These data appeared intriguing but several previous reports suggested the possible relation of granulosa cells and neuronal subjects. Kossowska-Tomaszczuk et al. indicated that granulosa cells can acquire features of neuron under differentiating factors [40]. Up-regulation of NCS1 gene may play a role in the differentiation of granulosa cell towards neuronal cells [36]. Bence et al. reported that a HDAC inhibitor trichostatin A induced up-regulation of monoaminergic neurotransmission genes in neuroblastoma cells [41]. A similar gene-activation effect might occur ectopically on granulosa cell tumor cells, or perhaps it would imply some aspects of neuronal differentiation of granulosa cells. 

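For the KEGG set axon guidance, a list of 126 genes was written by hand from general knowledge, and its members can differ from that set. Of these genes 71 were measured, of which 28 rose in PS-treated KGN cells, 4 fell and 39 did not pass limma's test. The ephrin gene EFNB2, a ligand of Eph receptors, had a log2 FC of 1.79 (SE 0.22, n = 3 arrays per group). The members that rose also include DPYSL2, CXCR4 and L1CAM, which other sets hold as well. In the other direction, the netrin gene NTN4 fell by 2.26 on the log2 scale (SE 0.17) and the Eph receptor gene EPHA5 fell by 1.64 (SE 0.15). Adjusted over the list alone, 28 rose and 4 fell. The set was found by the study on the same arrays, and its direction is therefore not independent evidence. Its median log2 FC was 0.25, with an adjusted p = 0.000235 from camera and adjusted p = 0.212 with an estimated correlation.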

An axonal guidance factor or related gene sets were reported to be involved in granulosa cell function [42, 43], and the axon guidance was actually one of up-regulated gene sets with PS treatment in KEGG pathways, as above described. Taken together, GSEA revealed that PS treatment suppressed DNA replication- or cell cycle-related gene expression which led to chemotherapeutic cell death and in addition, induced activation of adherens junction towards a normalized direction as well as activation of neuron-related gene sets that might imply unexpected differentiation potential due to epigenetic modification by a HDAC inhibitor.

Next, we confirmed that PS increased the expression of E-cadherin (gene symbol: *CDH1*) associated with adherens junction by quantitative RT-PCR and immunoblot analysis (Fig 3b and 3c). In general, E-cadherin is localized at the cell membrane, plays a critical role in epithelial cell-cell adhesion and mediates through the cadherin-catenin adhesion complex. The reduction of E-cadherin expression causes the acquisition of invasive and metastatic phenotype [44, 45]. On the other hand, most of adult granulosa cell tumors showed E-cadherin nuclear expression. Although the role of E-cadherin is not clear in granulosa cells, it may be important as an activator of adherens junction towards a normalized direction in granulosa cell tumors.

In the present study, we investigated the effect of a HDAC inhibitor, PS by using GCT and ovarian cancer cell lines and demonstrated that PS exerted anti-proliferative effect mainly by apoptosis and also possess another potency such as activation of adherens junction toward a normalized direction. Further study regarding potential availability of PS will be needed to establish a promising therapeutic strategy for the patients with GCTs.

## Supporting information

S1 Fig Cell counting by trypan blue staining. Exposure of normal CD34 positive progenitor cells to 10–100 nM of panobinostat (PS) for 0–96 hr decreased the number of living cells. Solid line: normal CD34+ progenitor cells treated with DMSO. Dotted line: normal CD34+ progenitor cells treated with 10–100 nM of PS.
(PDF)

S2 Fig The original images of the immunoblotting analysis in Fig 1b. The same samples were loaded on four gels. The areas shown in Fig 1b were indicated by red frames of the original gels. Ac-H4: acetyl-H4 (Lys12), Ac-tubulin: acetyl-α-tubulin (Lys40), cPARP: cleaved PARP.
(PDF)

S3 Fig The original images of the immunoblotting analysis in Fig 1e. The same samples were loaded on two gels. The areas shown in Fig 1e were indicated by red frames of the original gels.
(PDF)

S4 Fig The original images of the immunoblotting analysis in Fig 2c. The same samples were loaded on two gels. The areas shown in Fig 2c were indicated by red frames of the original gels. cPARP: cleaved PARP, HO-1: heme-oxygenase-1, c-caspase 9: cleaved caspase 9, Ac-H4: acetyl-H4 (Lys12), Ac-tubulin: acetyl-α-tubulin (Lys40).
(PDF)

S5 Fig The heat map presentation of affected genes included in the gene sets. The heat map presentation of affected genes included in the gene sets is shown as each of the triplicate experiments (PS: PS-treated, DMSO: untreated).
(PDF)

S6 Fig Expression of *E-Cadherin* mRNA per an equal amount of total RNA in Fig 3c. Expression of *E-cadherin* mRNA (*CDH1*) per an equal amount of total RNA increased after the treatment with 100–200 nM of PS in RT-qPCR.
(PDF)

S7 Fig Expression of *E-cadherin* mRNA normalized by GAPDH. The expression of *E-cadherin* (*CDH1*) mRNA normalized by *GAPDH* also increased after the treatment with 100–200 nM of PS in RT-qPCR.
(PDF)

S8 Fig The original images of the immunoblotting analysis in Fig 3c. The same samples were loaded on two gels. The areas shown in Fig 3c were indicated by red frames of the original gels.
(PDF)

S9 Fig The heat map presentation of affected genes included in the gene sets. The heat map presentation of affected genes included in the gene sets is shown as each of the triplicate experiments (PS: PS-treated, DMSO: untreated).
(PDF)

# Supplementary material for: Histone deacetylase inhibitor, panobinostat, exerts anti-proliferative effect with partial normalization from aberrant epigenetic states on granulosa cell tumor cell lines
**Source:** PLoS One. 2022 Jul 8;17(7):e0271245. doi: 10.1371/journal.pone.0271245
**Supplement:** S1 Fig — Exposure of normal CD34 positive progenitor cells to 10–100 nM of panobinostat (PS) for 0–96 hr decreased the number of living cells. Solid line: normal CD34+ progenitor cells treated with DMSO. Dotted line: normal CD34+ progenitor cells treated with 10–100 nM of PS.

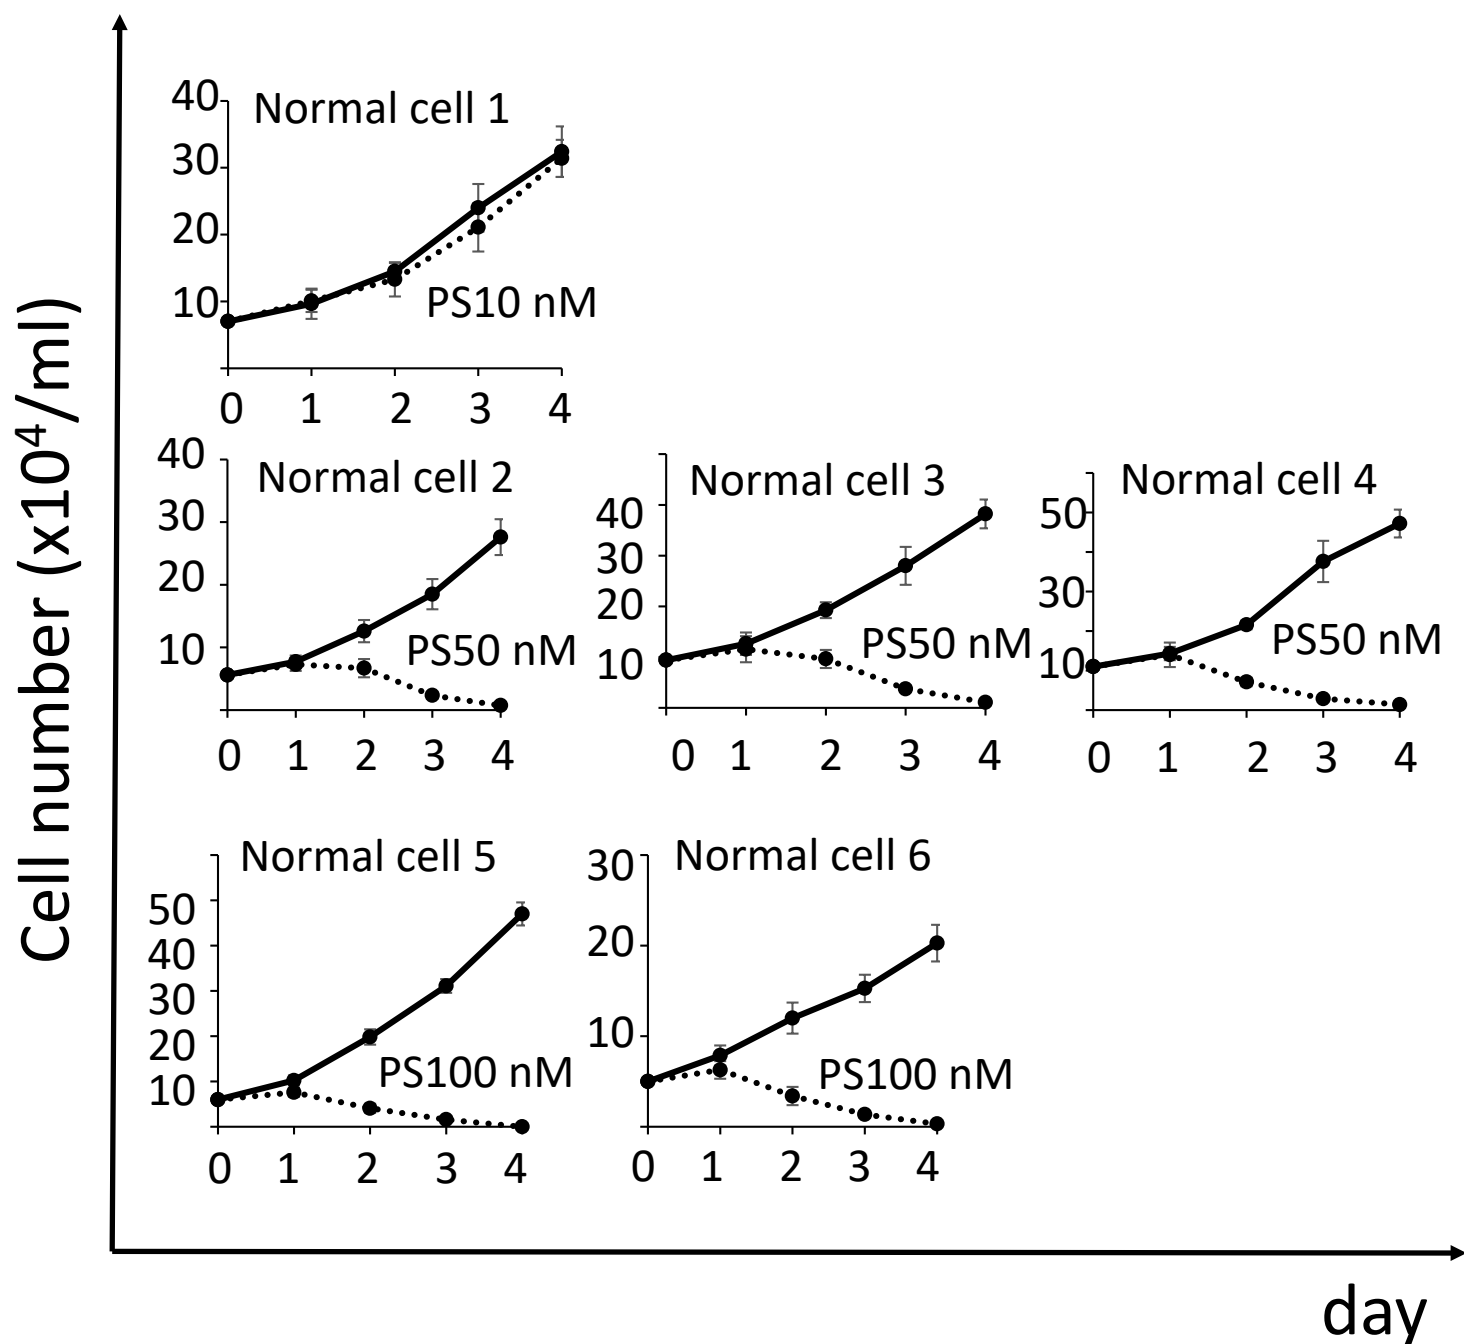

S1 Fig. Cell counting by trypan blue staining

Exposure of normal CD34 positive progenitor cells to 10-100 nM of panobinostat (PS) for 0-96 hr decreased the number of living cells.

Solid line: normal CD34⁺ progenitor cells treated with DMSO

Dotted line: normal CD34⁺ progenitor cells treated with 10-100 nM of PS

# Supplementary material for: Histone deacetylase inhibitor, panobinostat, exerts anti-proliferative effect with partial normalization from aberrant epigenetic states on granulosa cell tumor cell lines
**Source:** PLoS One. 2022 Jul 8;17(7):e0271245. doi: 10.1371/journal.pone.0271245
**Supplement:** S2 Fig — The same samples were loaded on four gels. The areas shown in Fig 1b were indicated by red frames of the original gels. Ac-H4: acetyl-H4 (Lys12), Ac-tubulin: acetyl-α-tubulin (Lys40), cPARP: cleaved PARP.

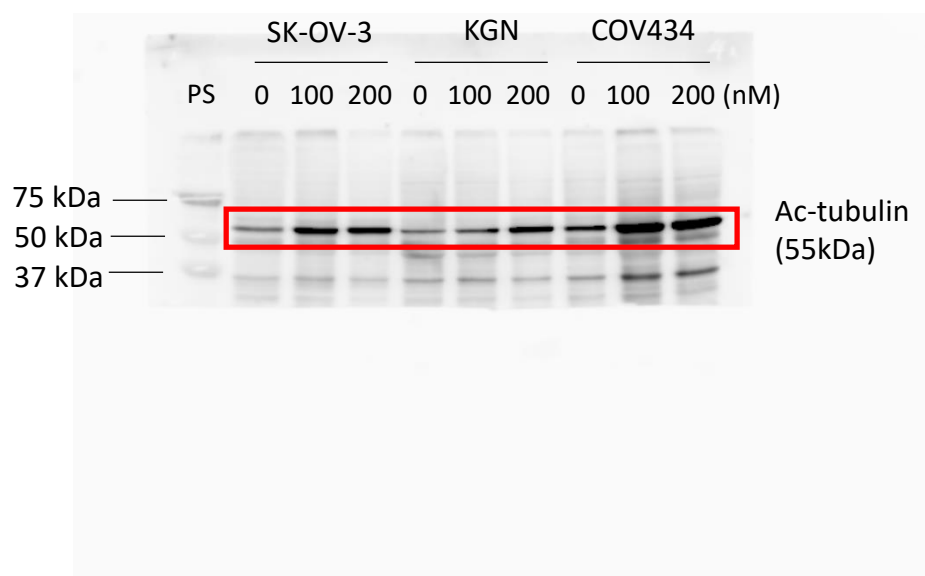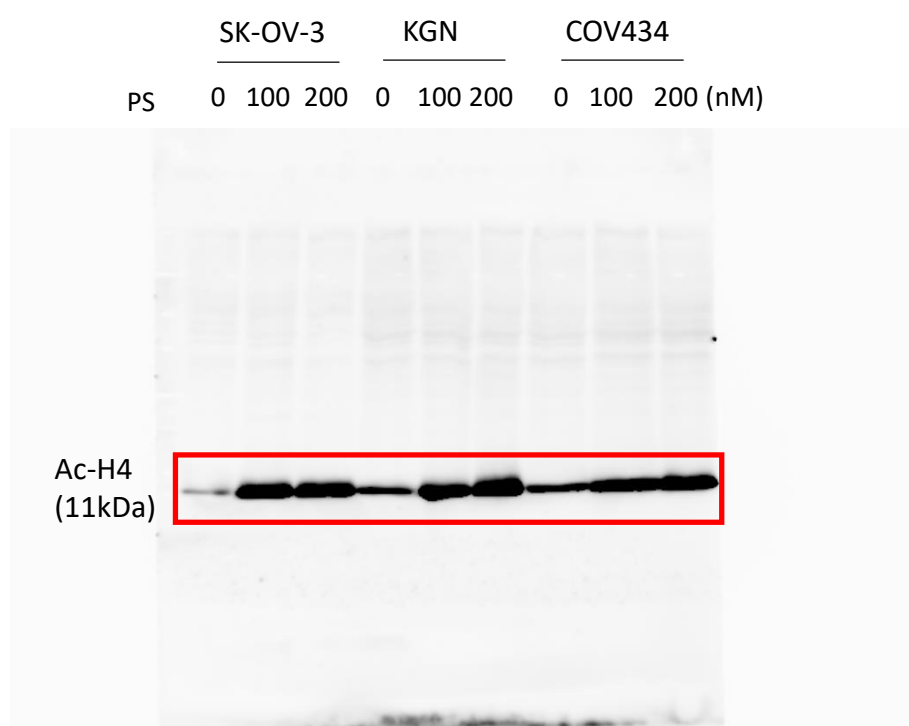

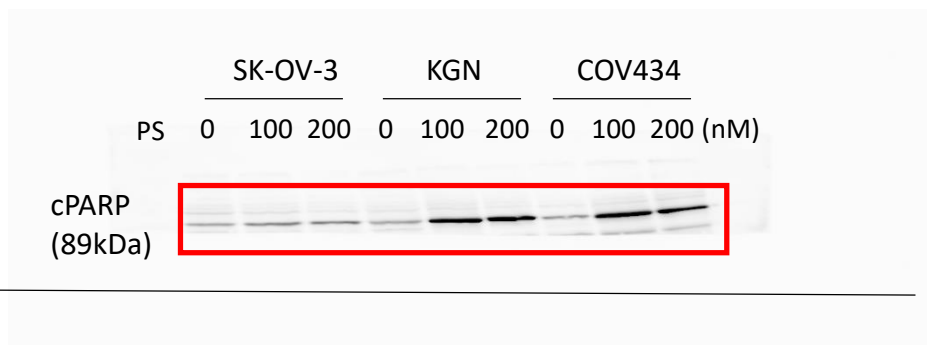

cut

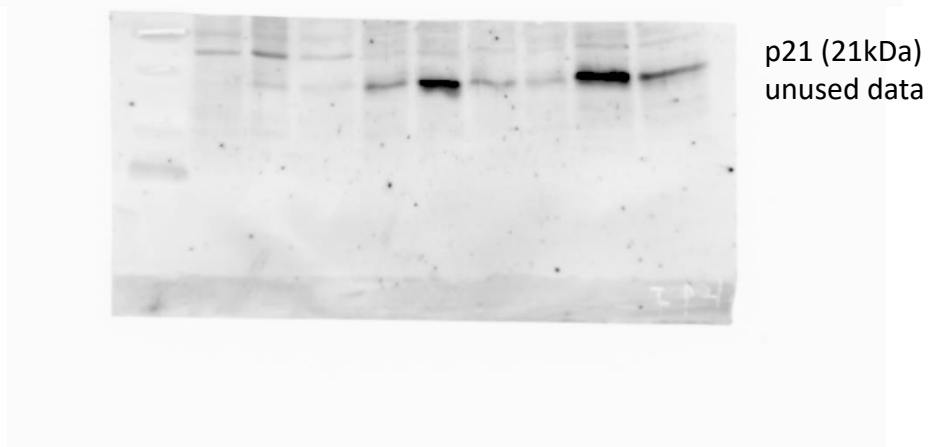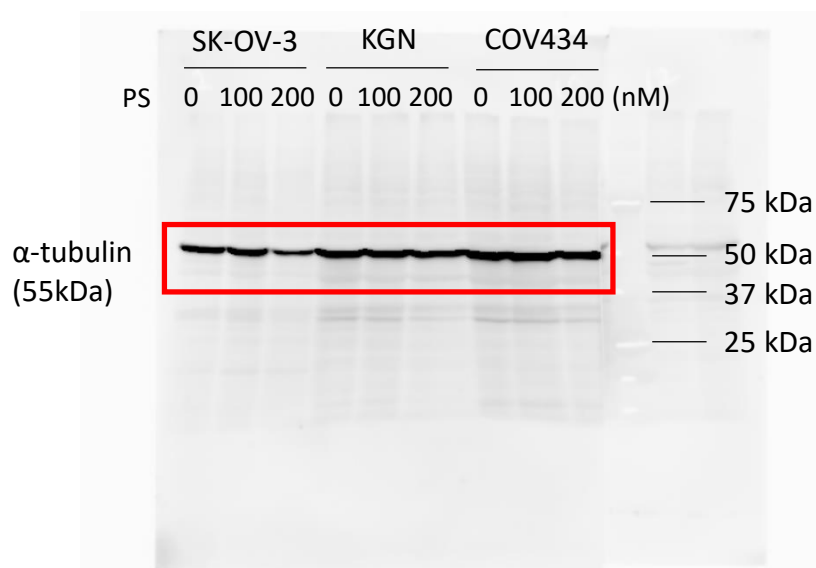

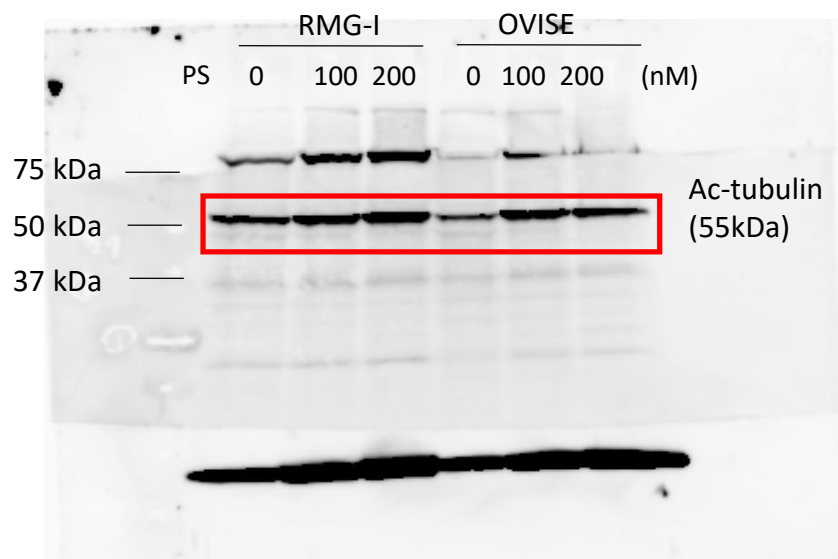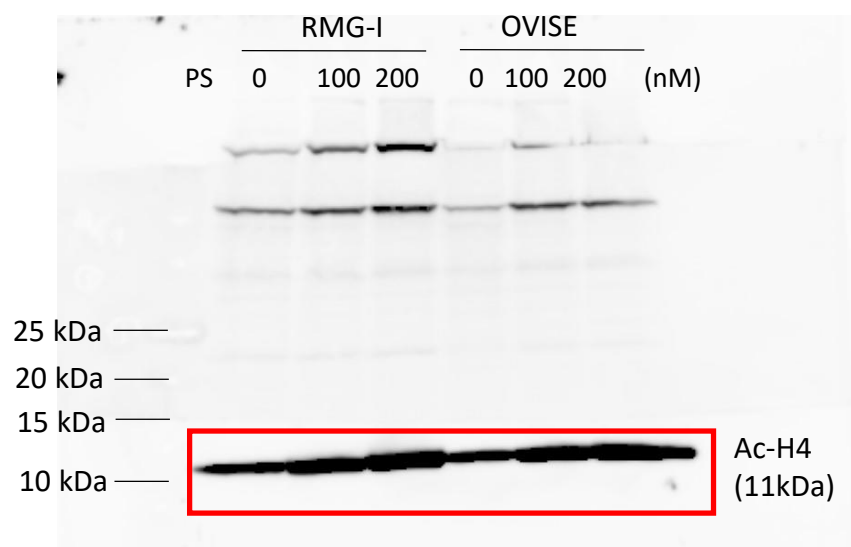

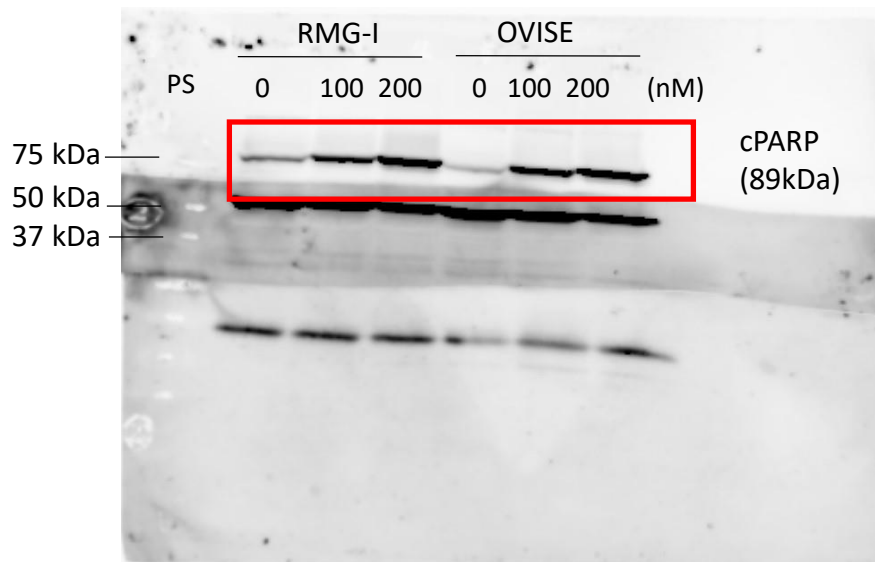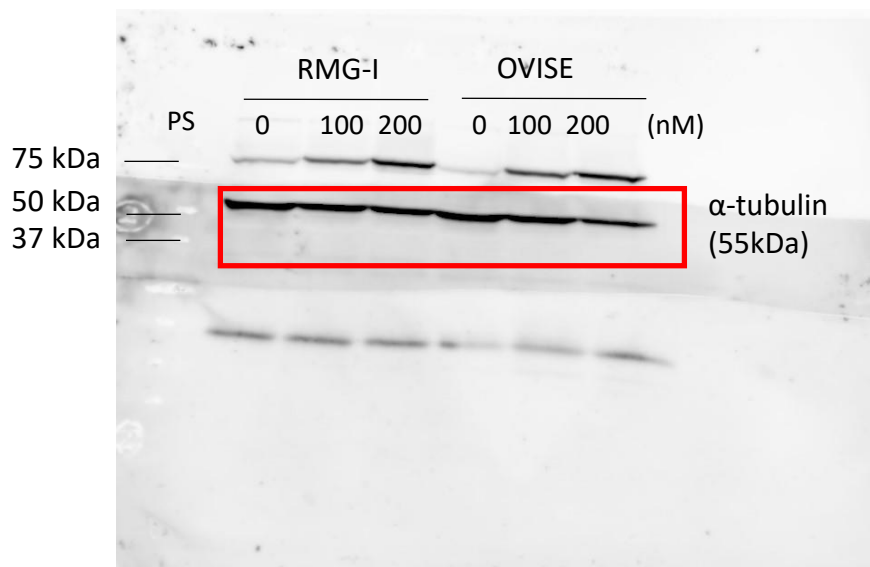

S2 Fig. The original images of the immunoblotting analysis in Fig 1b

The same samples were loaded on four gels. The areas shown in Fig 1b were indicated by red frames of the original gels.

Ac-H4: acetyl-H4 (Lys12), Ac-tubulin: acetyl- α -tubulin (Lys40), cPARP: cleaved PARP

# Supplementary material for: Histone deacetylase inhibitor, panobinostat, exerts anti-proliferative effect with partial normalization from aberrant epigenetic states on granulosa cell tumor cell lines
**Source:** PLoS One. 2022 Jul 8;17(7):e0271245. doi: 10.1371/journal.pone.0271245
**Supplement:** S3 Fig — The same samples were loaded on two gels. The areas shown in Fig 1e were indicated by red frames of the original gels.

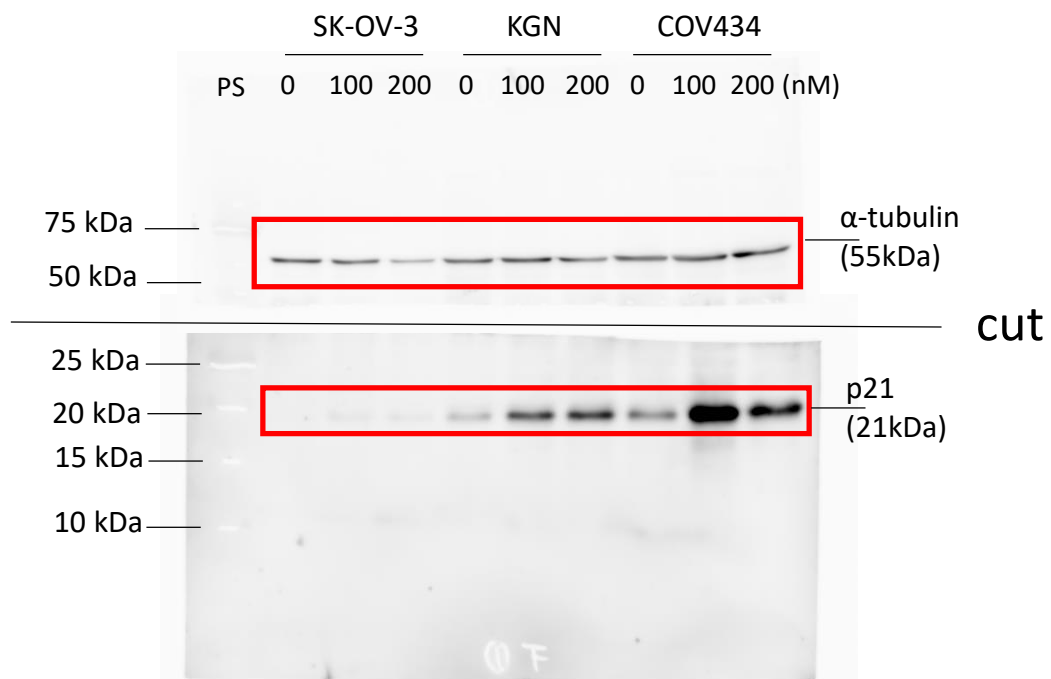

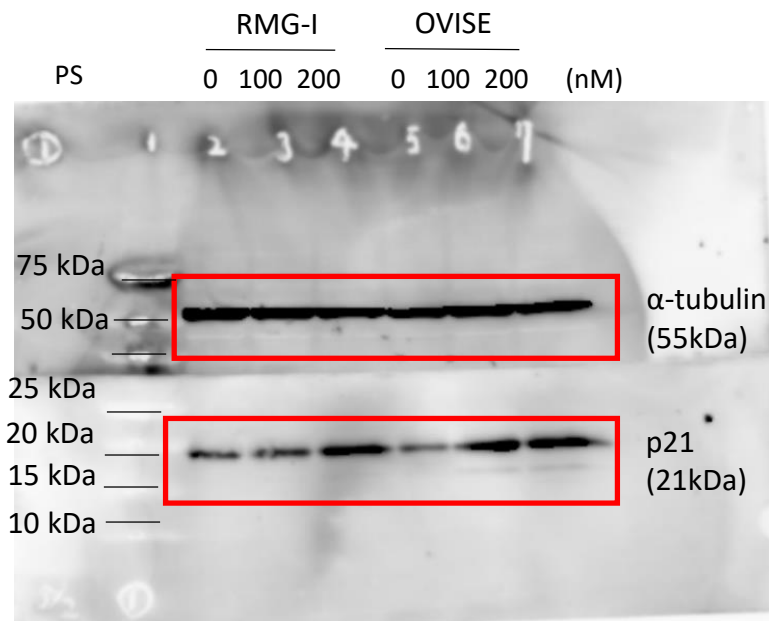

S3 Fig. The original images of the immunoblotting analysis in Fig 1e

The same samples were loaded on two gels. The areas shown in Fig 1e were indicated by red frames of the original gels.

# Supplementary material for: Histone deacetylase inhibitor, panobinostat, exerts anti-proliferative effect with partial normalization from aberrant epigenetic states on granulosa cell tumor cell lines
**Source:** PLoS One. 2022 Jul 8;17(7):e0271245. doi: 10.1371/journal.pone.0271245
**Supplement:** S4 Fig — The same samples were loaded on two gels. The areas shown in Fig 2c were indicated by red frames of the original gels. cPARP: cleaved PARP, HO-1: heme-oxygenase-1, c-caspase 9: cleaved caspase 9, Ac-H4: acetyl-H4 (Lys12), Ac-tubulin: acetyl-α-tubulin (Lys40).

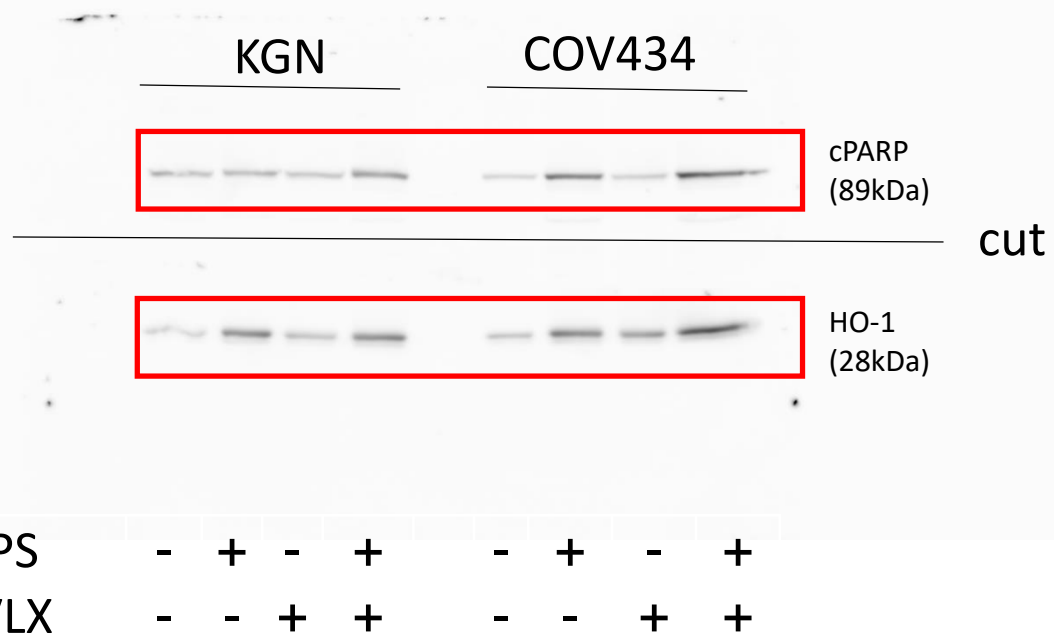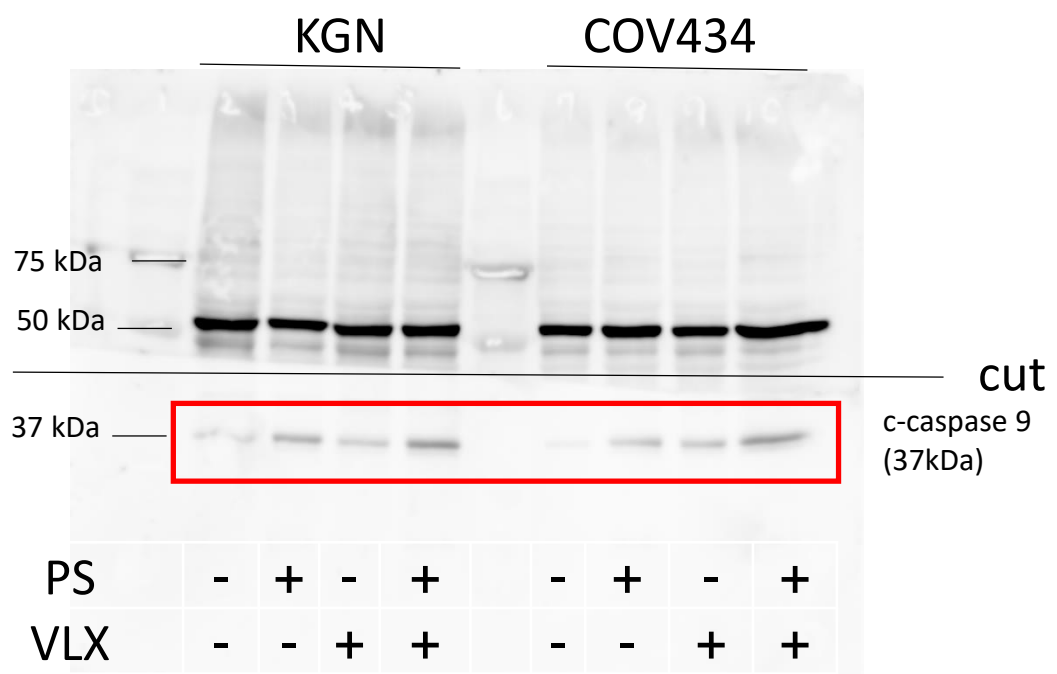

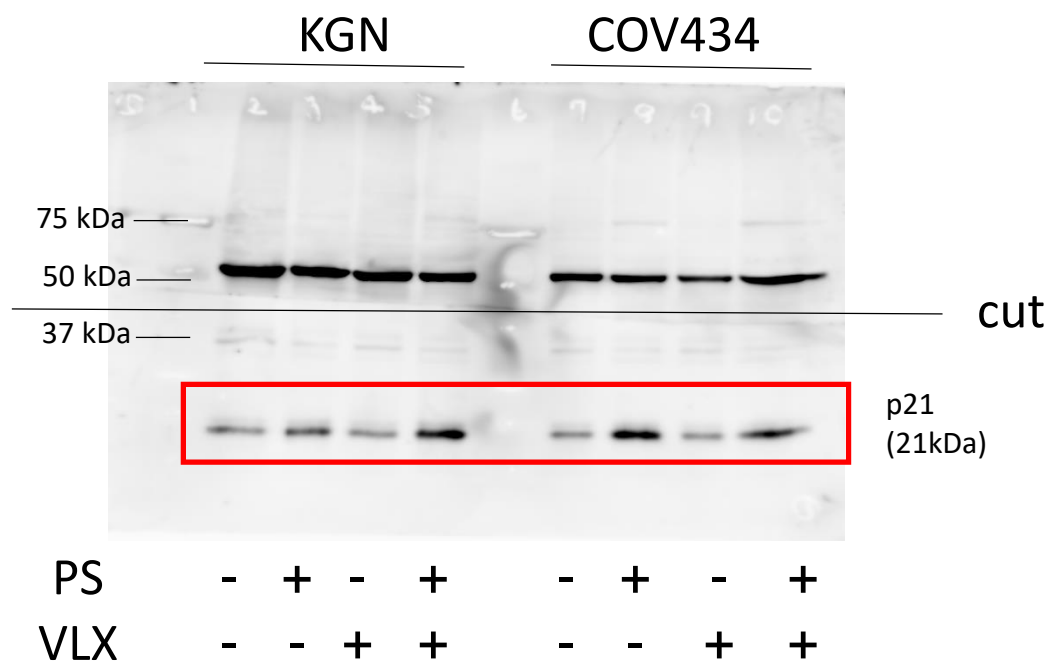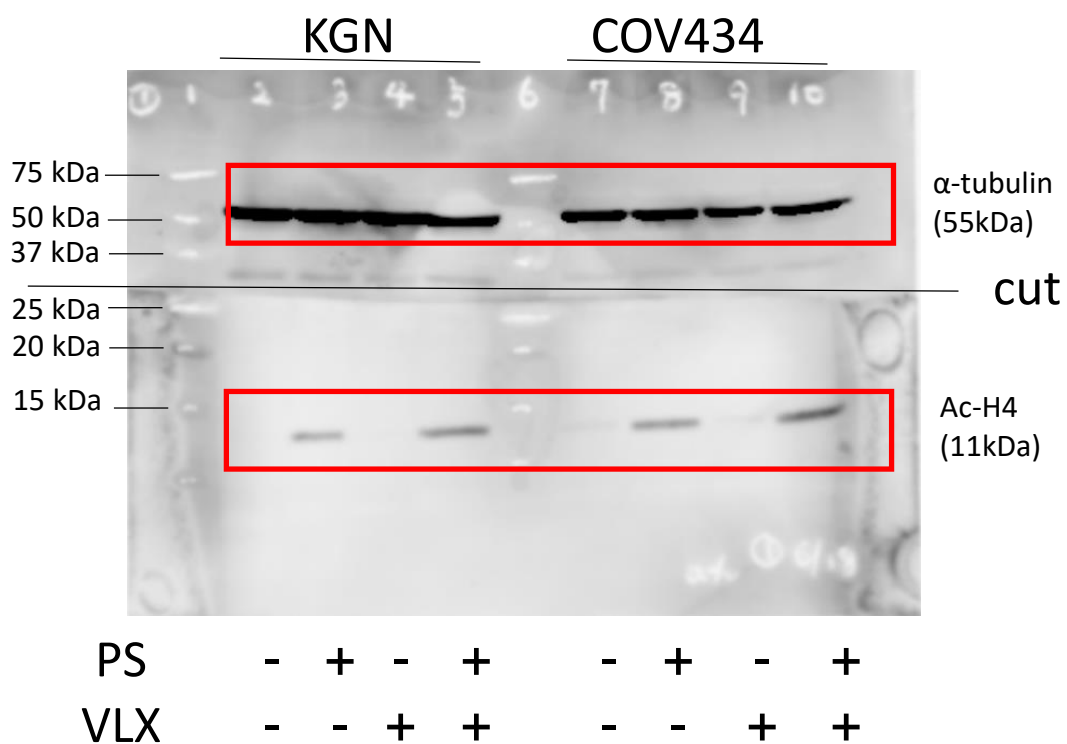

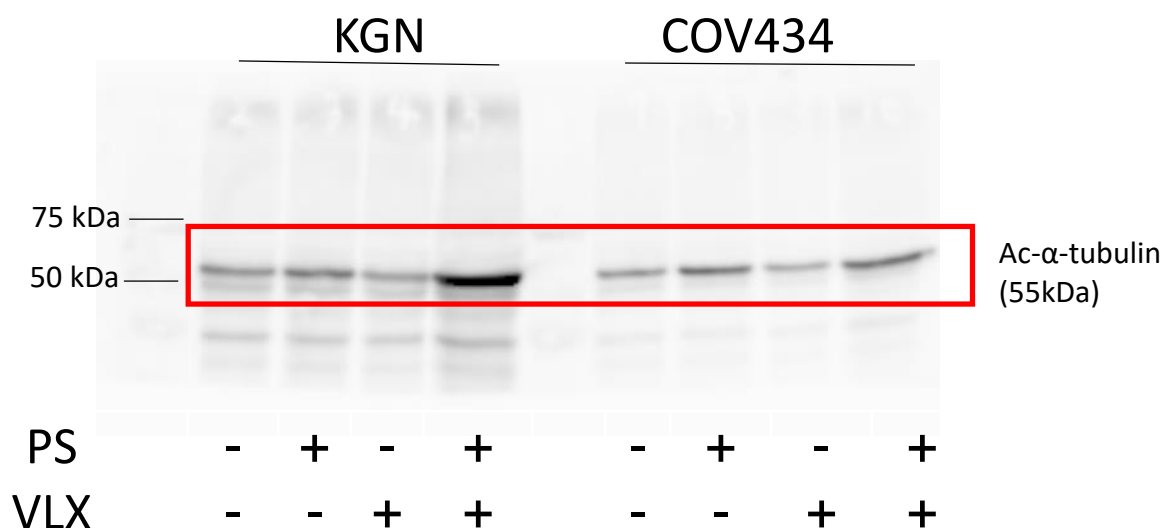

S4 Fig. The original images of the immunoblotting analysis in Fig 2c

The same samples were loaded on two gels. The areas shown in Fig 2c were indicated by red frames of the original gels.

cPARP: cleaved PARP, HO-1: heme-oxygenase-1, c-caspase 9: cleaved caspase 9, Ac-H4: acetyl-H4 (Lys12), Ac-tubulin: acetyl- α -tubulin (Lys40)

# Supplementary material for: Histone deacetylase inhibitor, panobinostat, exerts anti-proliferative effect with partial normalization from aberrant epigenetic states on granulosa cell tumor cell lines
**Source:** PLoS One. 2022 Jul 8;17(7):e0271245. doi: 10.1371/journal.pone.0271245
**Supplement:** S6 Fig — Expression of E-cadherin mRNA (CDH1) per an equal amount of total RNA increased after the treatment with 100–200 nM of PS in RT-qPCR.

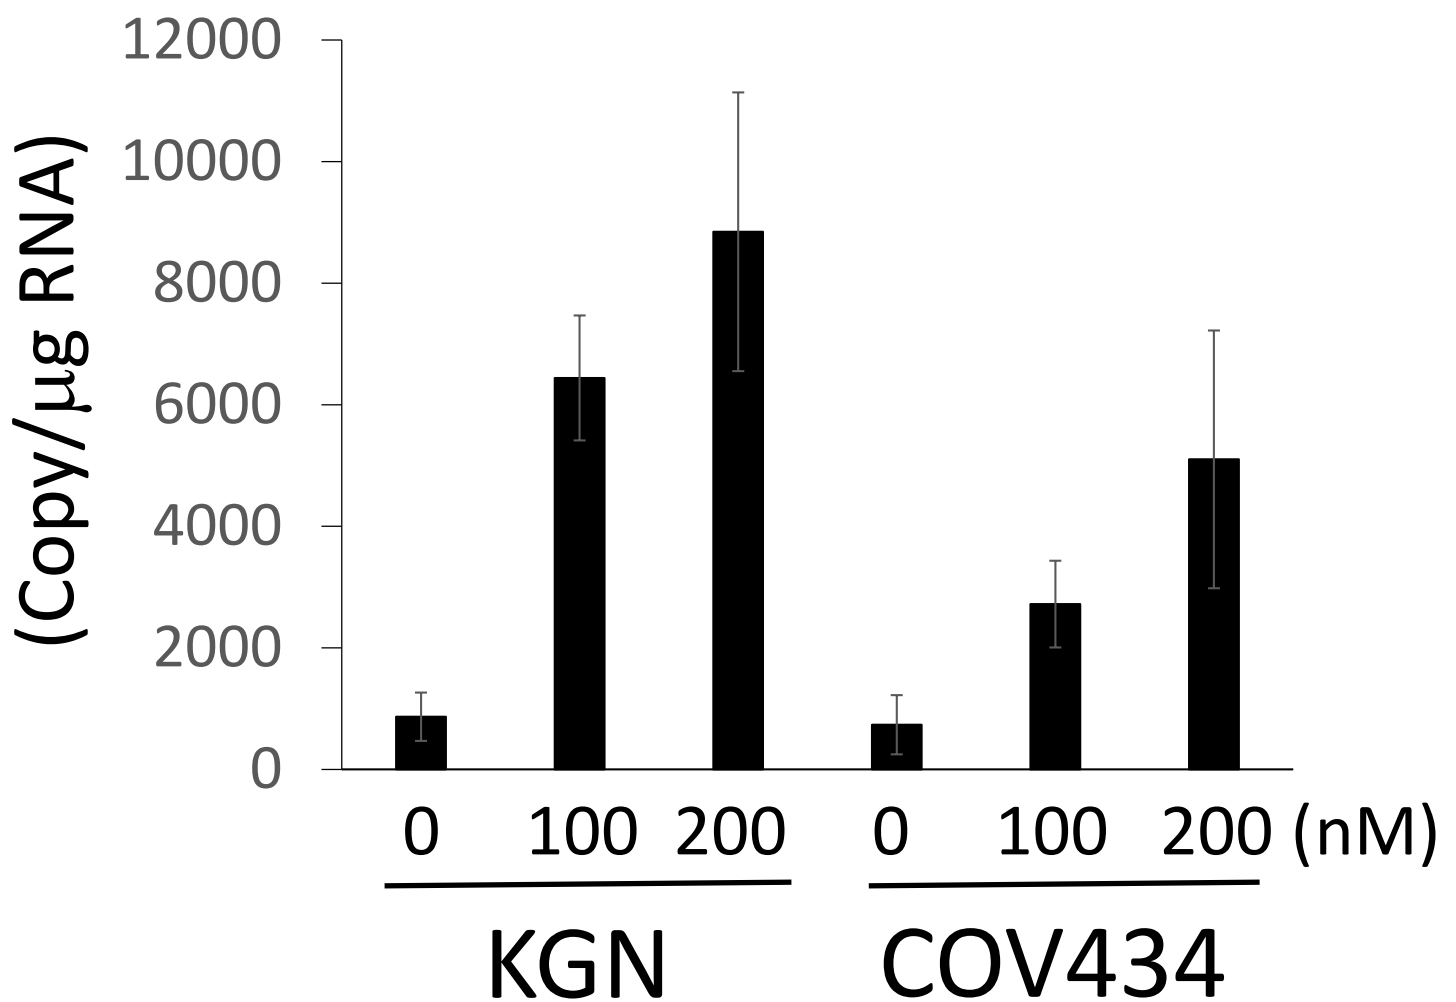

S6 Fig. Expression of *E-Cadherin* mRNA per an equal amount of total RNA in Fig 3c

Expression of *E-cadherin* (*CDH1*) mRNA per an equal amount of total RNA increased after the treatment with 100-200 nM of PS in RT-qPCR.

# Supplementary material for: Histone deacetylase inhibitor, panobinostat, exerts anti-proliferative effect with partial normalization from aberrant epigenetic states on granulosa cell tumor cell lines
**Source:** PLoS One. 2022 Jul 8;17(7):e0271245. doi: 10.1371/journal.pone.0271245
**Supplement:** S7 Fig — The expression of E-cadherin (CDH1) mRNA normalized by GAPDH also increased after the treatment with 100–200 nM of PS in RT-qPCR.

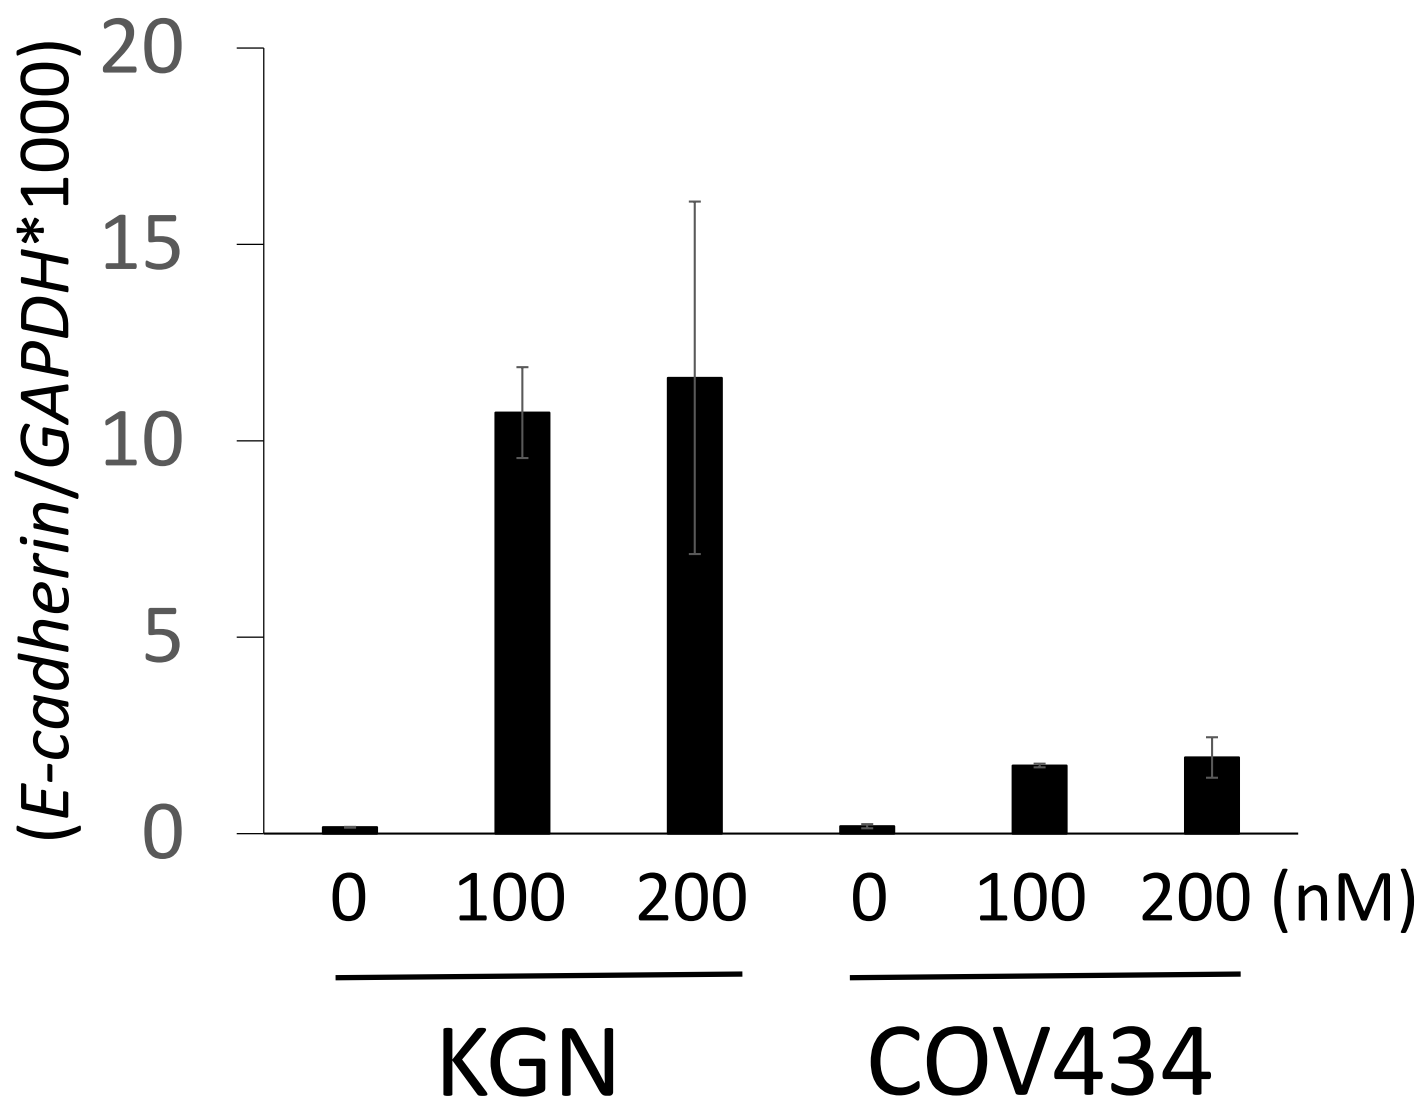

S7 Fig. Expression of *E-cadherin* mRNA normalized by *GAPDH*

The expression of *E-cadherin* (*CDH1*) mRNA normalized by *GAPDH* also increased after the treatment with 100-200 nM of PS in RT-qPCR.

# Supplementary material for: Histone deacetylase inhibitor, panobinostat, exerts anti-proliferative effect with partial normalization from aberrant epigenetic states on granulosa cell tumor cell lines
**Source:** PLoS One. 2022 Jul 8;17(7):e0271245. doi: 10.1371/journal.pone.0271245
**Supplement:** S8 Fig — The same samples were loaded on two gels. The areas shown in Fig 3c were indicated by red frames of the original gels.

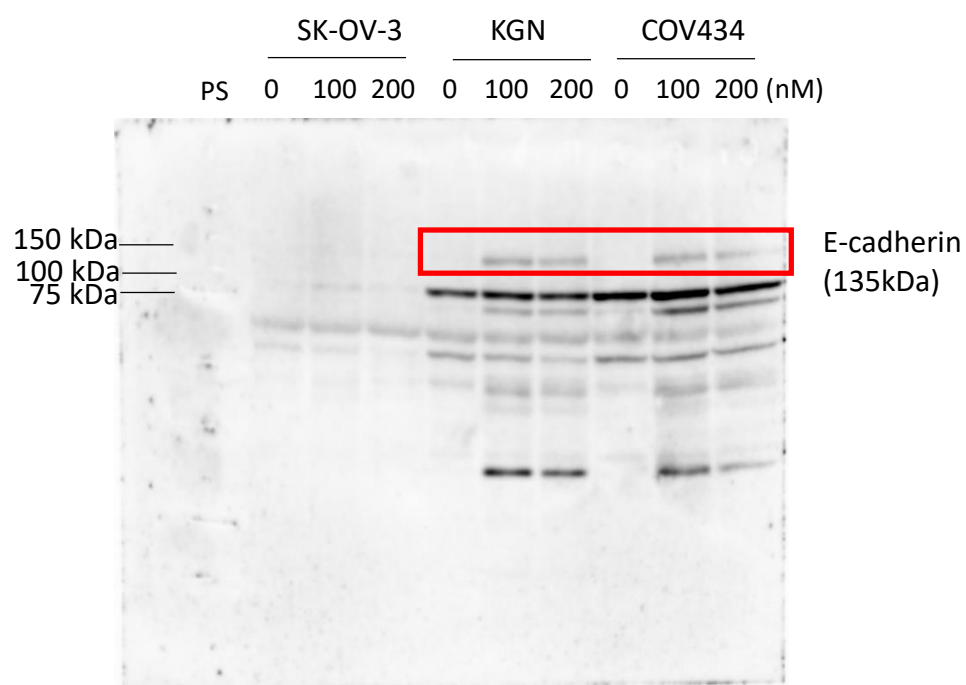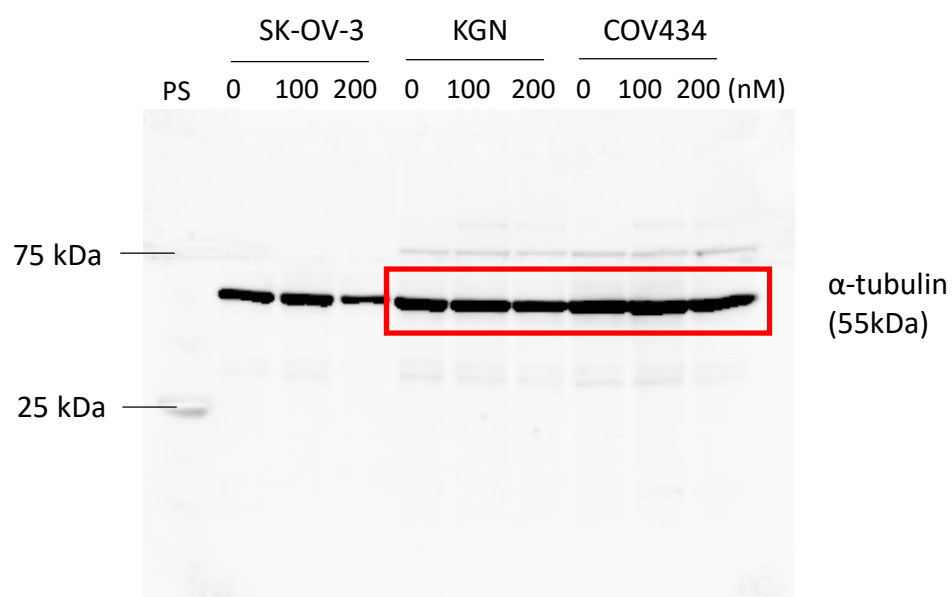

S8 Fig. The original images of the immunoblotting analysis in Fig 3c

The same samples were loaded on two gels. The areas shown in Fig 3c were indicated by red frames of the original gels.

# Supplementary material for: Histone deacetylase inhibitor, panobinostat, exerts anti-proliferative effect with partial normalization from aberrant epigenetic states on granulosa cell tumor cell lines
**Source:** PLoS One. 2022 Jul 8;17(7):e0271245. doi: 10.1371/journal.pone.0271245
**Supplement:** S9 Fig — The heat map presentation of affected genes included in the gene sets is shown as each of the triplicate experiments (PS: PS-treated, DMSO: untreated).

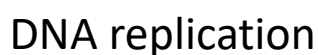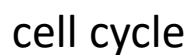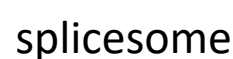

The heat map presentation of affected genes included in the gene sets is shown as each of the triplicate experiments (PS: PS-treated, DMSO: untreated).

How the deposited data were processed for this re-analysis (not part of the article)

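RNA of KGN cells treated with 100 nM of PS or with DMSO for 24 hr was measured on 6 arrays, 3 for each group. The deposited values are log2 signals that the authors made with RMA in Affymetrix Expression Console, as the submitters' processing notes state without a version. RMA corrects the background, makes the distributions of probe signals equal between arrays and then summarises the probes of each transcript cluster, so the deposited values need not share one distribution. A change shared by most genes is therefore largely removed from the values before any comparison. The table holds 53617 transcript clusters per array, and no filter is visible in it. The genome build is not given in the sources used here, so no coordinates are reported. Arrays have no read depth, and their number limits the precision. The arrays are described as independent experiments. Limma's SEs and p-values rest on the spread between these 3 arrays of each group, drawn toward a variance estimated over all genes. They are therefore not the spread of a gene's own arrays alone.

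Transcript clusters were named from the platform annotation, in which 16098 had exactly 1 gene symbol. The other 37519, whether without a symbol or with several, were not told apart and are unnamed here. All 16098 symbols matched the RefSeq gene table of assembly GRCh38.p14, and 0 were changed. For the 779 genes with more than 1 transcript cluster, the cluster with the highest mean over the 6 arrays was used. In 4 of these genes the clusters were called in opposite directions, and none of the 4 is named in the text.

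PS-treated and control cells were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 over 14884 genes, without covariates and without a filter on dim genes. A gene was called at a Benjamini-Hochberg adjusted p below 0.05. The paper's rule for regulated genes, a FC above 2 or below 0.5 with an unadjusted p below 0.05, was applied to the same fit. The text of the paper names Dunnett's and Scheffe's tests for all comparisons and no test for the arrays, and with 2 groups these tests reduce to the pooled-variance two-sample test, which was an alternative.

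Gene sets were tested with camera of limma at a preset correlation of 0.01, adjusted over all lists with at least 5 measured members. A list was called at an adjusted p below 0.05, which is stricter than the cutoff of the paper's GSEA. There were 67 lists, 19 for the gene sets that the paper names and the others for pathways, complexes and cell type markers, of which 58 were tested and 9 were too small. Their members were written down by hand from general knowledge of KEGG, Reactome and cell type markers, since the gene set files of the paper's GSEA were not used here. The lists, the tests, the rule for named genes and the alternatives were fixed before the deposited values were examined, except where the text says otherwise. Figs 3b and 4b, which show genes ranked on these arrays, had been seen when the lists for the paper's sets were written. No member was taken from these figures, but the lists were not blind to the paper's results. Alternatives for the lists were camera with an estimated correlation, fry, and fgsea 1.28.0 on the signal-to-noise ratio with a floor of 0.2 on the SD relative to the mean. The other alternatives were every transcript cluster, the mean of a gene's clusters, 2 filters on dim genes (a log2 signal above 5 on at least 3 arrays, and a mean above the median), quantile normalization, median centring, a trended robust eBayes, a test against a 2-fold change, and leaving out each array. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.

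Most genes named in the text were taken from a pool set by a fixed rule: the 10 largest changes in each direction among called genes whose groups did not overlap, every gene that the paper names, and for each list up to 4 called members in its direction and up to 2 in the other. Uncharacterised loci, small RNAs and Y-linked genes were left out of the 10 largest changes. Not every gene of this pool is given in the text, and 1 gene of the list homology directed repair is not reported here.

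The procedure was tested on simulated PS and control arrays, 3 each, with 200 of 14884 genes changed. A further list of 20 genes was shifted by 0.5 and counted among the changed genes. Of the 200 genes, those changed by a log2 FC of 0.5, 1 and 2 were called by limma in 19.4%, 85.5% and 98.6%. Unchanged genes made up 7.24% of all its calls. The pooled-variance two-sample test called 0%, 10.1% and 66.7% of the same genes at an adjusted p below 0.05, whereas the paper's rule uses an unadjusted p. In the same simulation camera separated the shifted list of 20 genes from an unshifted list, with p-values of 1.72e-21 and 0.549. The simulated genes varied independently of each other, while the estimated correlation within the real lists reached 0.669. The simulation therefore cannot show how camera at the preset correlation treats correlated genes. Many more genes were called on the real arrays, so the rates above need not carry over to them.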

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

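The tests of the split arrays and of REST-bound genes, the bound used to judge the latter and the choice of patterns to weigh came after the list results had been seen, and the other tests of each pattern were set down before their values were seen. Each list here passed camera between PS-treated and control KGN cells and is not itself a gene set that the paper discusses, but some share members with those sets, such as the synapsin genes in the vesicle list and BRIP1 in the BRCA and Fanconi anaemia list. With an estimated correlation none of the 10 passed (adjusted p = 0.212 to 0.327).

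Genes of ribosome biogenesis were lower in PS-treated cells, with a median log2 FC of -1.24 over 21 measured members, 19 down and 0 up at limma's adjusted p, and an adjusted p = 1.47e-12 from camera (0.212 with an estimated correlation). A general fall of genes with similar signal is argued against, since the median lay at percentile 0 of 10000 random lists matched on mean signal, whose central 95% ran from -0.48 to 0.28. A single PS array is argued against too, since the array closest to the control still had a list median of -1.28 against the control mean. A change in total RNA per cell, which RMA removes, and a difference in the handling of the groups stay open, and were not tested. Lower ribosome production as a response to PS stays open as well, and no test of it was run here.

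Genes of synaptic vesicles and SNAREs were higher, with a median log2 FC of 0.35 over 33 measured members, 15 up and 2 down, and an adjusted p = 0.00145 from camera (0.212 with an estimated correlation). This median lay at percentile 100 of random lists matched on signal, with a central 95% of -0.11 to 0.18, which argues against a general rise of dim genes, and the lowest PS array had a list median of 0.33, which argues against a single array. A candidate explanation is release of neuronal genes from the repressor REST, and the 9 measured REST-bound genes outside the list had a median log2 FC of 0.22, at percentile 88.8 of matched lists. The upper bound of those matched lists, 0.36, lies above the median of the vesicle list, so 9 genes were too few to decide, and this explanation stays open.

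The real grouping gave more calls than each of the 9 other splits of the 6 arrays: 5654 called genes against 0 at most, 1632 regulated genes against 5, and 29 lists by camera against 19. The 1 real split of 10 was the highest for each count, and 10 splits are too few for a share under 0.05. Each of the other splits sets 2 arrays of one treatment with 1 of the other, which widens the spread within groups and keeps a part of the treatment difference, so their counts are not counts without a change. Although not planned beforehand, matched lists were drawn for the paper's sets too, and the median log2 FC of each of the 19 lists lay outside the central 95% of random lists matched on signal. The study picked these sets on the same arrays, so this is not independent evidence. Random lists also do not keep the correlation between the genes of a set.

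Chromatin condensation and topoisomerase genes had a median log2 FC of -2.66, with all 12 measured members down (TOP2A -3.18, SE 0.19) and an adjusted p = 6.15e-10 from camera (0.269 with an estimated correlation). BRCA and Fanconi anaemia genes had a median log2 FC of -0.89, with 4 of 5 measured members down (BRIP1 and PALB2 among them) and an adjusted p = 0.00628 from camera (0.294 with an estimated correlation). MYC targets had a median log2 FC of -0.78, with 8 down and 2 up of 15 measured (MRTO4 -2.32, SE 0.14) and an adjusted p = 0.00191 from camera (0.212 with an estimated correlation). Targets of p53 had a median log2 FC of -0.61, with 9 down and 2 up of 17 measured (RPS27L -1.90, SE 0.11, and PLK3 1.43, SE 0.11), an adjusted p = 0.0151 from camera (0.327 with an estimated correlation), 0.0567 after quantile normalization and 0.144 from fgsea. Cytosolic ribosomal proteins had a median log2 FC of -0.23, with 16 down and 1 up of 40 measured (RPL37A -1.04, SE 0.20) and an adjusted p = 0.00149 from camera (0.301 with an estimated correlation), and this median lay at percentile 10.1 of random lists matched on signal, inside their central 95%. Genes of NRF2 and oxidative stress had a median log2 FC of 0.31, with 6 up and 1 down of 14 measured (HMOX1 1.78, SE 0.11) and an adjusted p = 0.0151 from camera (0.269 with an estimated correlation) and 0.314 from fgsea, at percentile 96.2 of matched lists. Autophagy and lysosome genes had a median log2 FC of 0.54, with 11 up and 0 down of 20 measured (LAMP2 1.24, SE 0.09) and an adjusted p = 0.000897 from camera (0.269 with an estimated correlation). At an unadjusted p below 0.05, 0 genes of chromatin condensation, BRCA and Fanconi anaemia or ribosome biogenesis rose and 0 of autophagy and lysosome fell. YAP and TEAD targets had a median log2 FC of 0.18, with 5 up and 2 down of 13 measured (ANKRD1 2.96, SE 0.16), an adjusted p = 0.0315 from camera (0.269 with an estimated correlation), 0.0755 after quantile normalization and 0.0510 with the filter at a log2 signal of 5, at percentile 85.7 of matched lists.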

How the results depend on the processing

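The count over every transcript cluster with the pooled-variance two-sample test and the replicate block of consecutive numbers were chosen after the other counts had been seen, and all other alternatives here were set beforehand. Upregulated and downregulated genes numbered 739 and 893 and stayed within 1.5 times of this under both filters on dim genes, quantile normalization, median centring, the mean of a gene's clusters, the trended eBayes and the pooled-variance test, and ranged from 662 to 800 and from 842 to 932 when 1 array was left out. Counting every transcript cluster moved the counts to 1691 up and 2358 down (1634 and 2214 with the pooled-variance two-sample test). Limma's calls moved from 2827 and 2827 to 4975 and 5439, and calls of at least 2-fold from 739 and 892 to 1650 and 2232. That count holds 53617 instead of 14884 entries, and 37519 of them are unnamed here. A test against a 2-fold change left 242 genes up and 315 down. No called list and none of the called genes among the 282 named ones turned its direction in the alternatives run for it, but under quantile normalization more genes were upregulated (799) than downregulated (793), the reverse of the order above. Of these named genes, between 264 and 280 kept their side of the threshold under each of the 9 alternatives run for them (the mean of a gene's clusters, quantile normalization, median centring and the 6 left-out arrays).

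With an estimated correlation, camera called none of the lists in either group of lists. The adjusted p was 0.212 for adherens junction, neurotransmitter release cycle, the serotonin, dopamine and acetylcholine cycles and axon guidance, and 0.222 for L1CAM interactions. It was 0.269 for cell adhesion molecules, DNA replication, homologous recombination, mismatch repair, pyrimidine metabolism, endocytosis, cell cycle checkpoints, sister chromatid cohesion and homology directed repair, 0.272 for the spindle checkpoint, 0.275 for the spliceosome and 0.294 for cell cycle. That setting estimates each list's correlation from 6 arrays. The estimates were -0.100, -0.0631 and -0.0652 for the serotonin, dopamine and acetylcholine cycles. They were -0.0308 for neurotransmitter release cycle and 0.00841 for cell adhesion molecules. These lie below the preset 0.01, which argues against a higher correlation as the reason for the lost calls of these lists. The paper's other lists had estimates above the preset, up to 0.663 for DNA replication. Camera with an estimated correlation also takes its degrees of freedom from the 6 arrays, while the preset one takes them from the number of genes. Its p-values are therefore larger at the same correlation, so a lost call cannot be put down to correlation alone. The 2 effects were not tested apart. Cell adhesion molecules lost its call under quantile normalization (0.143) and without control replicate 1 (0.0514) or PS replicate 2 (0.0600), with a range of 0.0313 to 0.0600 over left-out arrays, and neurotransmitter release cycle lost it without the vesicle genes shared between release cycles (0.221), where the cause was not tested. The other 17 lists of the paper kept their calls under fry, fgsea, quantile normalization, the filter at a log2 signal of 5, the mean of a gene's clusters and each left-out array.

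The labels number the arrays from 1 to 6 and no source used here pairs them, so a pairing of consecutive numbers is an assumption. Deviations from the group means correlated with r = -0.0581, 0.0971 and 0.0809 within the consecutive pairs 1 and 2, 3 and 4, and 5 and 6, and control replicate 3 correlated best with PS replicate 2 (0.179), so the values give no hint of such pairs. With the replicate block of consecutive numbers, limma called 2693 genes up and 2748 down, and 739 and 893 were regulated, as without it. Not run were cell adhesion molecules without the MHC genes (none was measured), homologous recombination without the DNA replication genes (none was a measured member) and 9 other lists under the filter at a log2 signal of 5 (too few members left). Of 4 equal groups by mean signal, the dimmest 3721 genes gave 256 calls up and 116 down and the brightest 3721 gave 1003 and 1403, so fewer changes were called near the background.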

Differences from the paper's values

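The paper's counts of regulated genes are 1630 upregulated and 1590 downregulated, and the counts here were 739 and 893 at the same FC and unadjusted p thresholds, over 14884 genes with 1 transcript cluster each. Of the alternatives set before the data were examined, counting every transcript cluster gave 1691 and 2358, both within 1.5 times of the paper's counts. That count includes the 37519 transcript clusters unnamed here. The other alternatives did not come that close: the mean of a gene's clusters (718 and 892), the filter at a log2 signal of 5 (641 and 863), the filter at the median (682 and 874), quantile normalization (799 and 793), median centring (655 and 949), the trended eBayes (739 and 893), the pooled-variance two-sample test (733 and 890) and the counts without 1 array (662 to 800 and 842 to 932). Counting every transcript cluster with the pooled-variance two-sample test gave 1634 and 2214, a setting chosen after the values had been seen. How many of the paper's own regulated genes these settings drop is not known here, since the paper's list of regulated genes was not used. Of the genes listed in Figs 3b and 4b, 29 of 58 and 40 of 57 were measured, so a part of the paper's genes is missing from the 14884. How much of the difference comes from this was not tested. The paper gives its counts as genes.

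In Fig 3b the paper lists MET among the top genes of adherens junction, and MET had a log2 FC of 0.54 with an adjusted p = 0.135 from limma, while 28 of the 29 measured genes of that figure were upregulated. No alternative that was run called MET, whose adjusted p ranged from 0.0659 to 0.244. The paper lists the Reactome gene set "cell cycle" as downregulated too, and here this name was tested only with the list written by hand after the KEGG set.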

Other observations

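No test in this part was chosen after the results were seen, but the desmosome genes were singled out after DSG1 had appeared among the largest changes. The desmosome list did not pass as a whole (adjusted p = 0.393 from camera), since its members went both ways in PS-treated KGN cells. The desmosomal cadherin genes DSC1 (-2.72, SE 0.13), DSC2 (-2.50, SE 0.10) and DSC3 (-1.90, SE 0.38) fell, while the genes of the desmosomal plaque PKP2 (3.00, SE 0.14) and DSP (1.09, SE 0.18) rose, each given as log2 FC with n = 3 arrays per group. Of 14 desmosome genes, 13 were measured, and 4 rose and 5 fell, also when adjusted over the list alone. The test fry, which does not compare a list with other genes, called it lower (adjusted p = 0.00652).

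Of the histone deacetylases, the targets of PS, all 11 zinc-dependent genes were measured, of which 4 rose, 3 fell and 4 did not pass limma's test, and the list did not pass camera (adjusted p = 0.617, and 0.0417 from fry). HDAC5 (1.38, SE 0.14), HDAC3 (1.24, SE 0.14), HDAC10 (0.54, SE 0.12) and HDAC1 (0.46, SE 0.11) rose, and HDAC9 (-0.85, SE 0.13) and HDAC2 (-0.77, SE 0.10) fell the most, while HDAC6 had a log2 FC of 0.04 (SE 0.10) and did not pass (adjusted p = 0.819 from limma). HDAC2 was lower on each of the 3 PS arrays than on any control array for the cluster used, and its second cluster, which is dimmer, did not pass. Of the genes that mark granulosa cells, 13 of 25 were measured, of which 2 fell and none rose at limma's adjusted p (0 at an unadjusted p below 0.05), and the list did not pass camera (adjusted p = 0.612, and 0.00652 from fry), where its median (0.01) and mean (-0.23) differ in sign. WT1, a transcription factor gene of the gonad, fell by 2.43 (SE 0.12) and KITLG, the gene of KIT ligand, fell by 1.19 (SE 0.10), while FOXL2, the gene mutated in adult granulosa cell tumors, had a log2 FC of -0.11 (SE 0.14, adjusted p = 0.602 from limma). Interferon-stimulated genes included IFIT1 (2.21, SE 0.18), CXCL10 (2.08, SE 0.39) and ISG15 (1.67, SE 0.18), but the list did not pass (8 up, 2 down and 12 not passing of 22 measured, adjusted p = 0.0818 from camera, 0.0446 without PS replicate 2, 0.0333 without control replicate 5, 0.00904 from fry and 0.00145 from fgsea).

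For some genes behind other experiments of the paper, the arrays gave the following. HMOX1, the gene of heme oxygenase-1, had a log2 signal of 6.68 ± 0.04 (SD, n = 3 arrays) in the control and 8.45 ± 0.16 (SD, n = 3 arrays) in PS-treated cells. UCHL5 and USP14, the targets of VLX1570, had log2 FCs of -0.91 (SE 0.09, adjusted p = 0.000110 from limma) and -0.38 (SE 0.10, adjusted p = 0.0142), and USP14 lost its call without PS replicate 4 (0.0569) or control replicate 5 (0.0522). PARP1 had a log2 FC of 0.05 (SE 0.10) and did not pass. Of the reference genes of the paper's RT-PCR, RPL27 had 0.11 (SE 0.09, adjusted p = 0.414), and 0.28 (adjusted p = 0.0358) after quantile normalization, and GAPDH had -0.01 (SE 0.09, adjusted p = 0.968).

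Markers of other cell types were tested as lists, and none passed camera: leukocytes (adjusted p = 0.228), endothelium (0.278), hepatocytes (0.936), muscle (0.866), glia (0.936), Sertoli cells and testis determination (0.266), epithelium (0.617), mesenchyme (0.256) and neurons (0.0924). With the filter at a log2 signal of 5, the 5 leukocyte genes left passed camera upward (adjusted p = 0.0474). From fry, an adjusted p below 0.05 was found for leukocytes (0.0105), Sertoli cells and testis determination (0.0431), mesenchyme (0.00551) and neurons (0.00330), each upward. Of the 39 lists outside the paper's gene sets, 10 passed and 29 did not.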
